# Toward improved phosphorus efficiency in monogastrics—interplay of serum, minerals, bone, and immune system after divergent dietary phosphorus supply in swine

**DOI:** 10.1152/ajpregu.00215.2015

**Published:** 2016-03-09

**Authors:** Michael Oster, Franziska Just, Kirsten Büsing, Petra Wolf, Christian Polley, Brigitte Vollmar, Eduard Muráni, Siriluck Ponsuksili, Klaus Wimmers

**Keywords:** bone characteristics, diet, gene expression, peripheral blood mononuclear cell transcriptome, phosphorus

## Abstract

Phosphorus (P) is of vital importance for many aspects of metabolism, including bone mineralization, blood buffering, and energy utilization. In order to identify molecular routes affecting intrinsic P utilization, we address processes covering P intake, uptake, metabolism, and excretion. In particular, the interrelation of bone tissue and immune features is of interest to approximate P intake to animal's physiology and health status. German Landrace piglets received different levels of digestible phosphorus: recommended, higher, or lower amounts. At multiple time points, relevant serum parameters were analyzed and radiologic studies on bone characteristics were performed. Peripheral blood mononuclear cells were collected to assess differential gene expression. Dietary differences were reflected by serum phosphorus, calcium, parathyroid hormone, and vitamin D. Bone reorganization was persistently affected as shown by microstructural parameters, cathepsin K levels, and transcripts associated with bone formation. Moreover, blood expression patterns revealed a link to immune response, highlighting bidirectional loops comprising bone formation and immune features, where the receptor-activator of NF-κB ligand/receptor-activator of NF-κB kinase system may play a prominent role. The modulated P supplementation provoked considerable organismal plasticity. Genes found to be differentially expressed due to variable P supply are involved in pathways relevant to P utilization and are potential candidate genes for improved P efficiency.

in all organisms, phosphorus (P) plays an important role in organic and inorganic compounds and is involved in many aspects of metabolism and growth, including energy utilization, blood buffering, cell membrane bipolarity, kinase-mediated signal transduction, and bone mineralization. In mammals, including pigs, blood P homeostasis is orchestrated by absorption from intestine, bone turnover, and excretion via kidney into urine. These processes are basically mediated by calcitriol [1,25(OH)_2_D_3_], fibroblast growth factor 23 (FGF23), and parathyroid hormone (PTH). Furthermore, bone resorption is controlled by a system comprising soluble RANKL (receptor-activator of NF-κB ligand) and its decoy receptor osteoprotegerin, which is essential for osteoclast differentiation and activity. In turn, bone demineralization is followed by increased serum cathepsin K levels.

Pigs represent valuable experimental models to study the molecular routes influenced by variable supply of minerals and micronutrients (54). Many studies focused on optimized dietary P intake (26, 53, 63), but only a few studies have been published regarding molecular features involved in pathways being responsive for restricted or excessive dietary P levels (12, 31–33). In pigs, P-restricted diets were associated with increased renal mRNA abundances of parathyroid hormone receptor and 1α-hydroxylase, corresponding to decreased PTH and increased circulating calcitriol levels (2). Furthermore, high dietary P levels caused an intracellular redistribution of sodium-dependent inorganic P transporters in kidney cells (43). Moreover, dietary P supply may influence immune features as reviewed elsewhere (29). In this context, calcitriol-mediated responses on different leucocyte subsets were assumed as indicated by shifts between cellular and humoral immune responses (29, 36). Specifically, immune-related genes like *IL-1β*, *NFκB*, and *TEC* appeared to be sensitive for dietary P levels (11, 49, 58).

In addition to these developmental and health aspects, one has to consider also environmental issues. In order to maximize weight gain and optimize bone mineralization, experience has shown that dietary P supply often exceeds age-specific requirements considerably. Consequently, pig manure contains high P load (7, 16), contributing to increased P losses following agricultural drainage and runoff (48, 56, 64), causing serious concerns for both soil and water ecosystems (10, 13, 28, 37, 73). Hence, strategies to minimize the environmental load of pig production have been suggested (1, 69). Thus, efficiency in P turnover becomes important for sustainable food supply, boosted by concerns regarding limited global P resources (20, 51).

Phytic acid is the principal storage form of P in many food plants, cereals, and seeds. Because of the lack of phytases, such P sources can be used by monogastrics only to a small extent. Toward this aim, modern feeding regimens improved dietary P utilization via supplemention of microbial phytase (25, 42, 44), lowering both required dietary P concentration and the pig's fecal P excretion (8, 24). However, further improvements are needed as a result of constantly increased growth performance following contemporary breeding management, disease control, advances in physiology, and selection programs (14, 65). Indeed, genetics potentially has an impact on P utilization in pigs (2, 4, 30).

We aim to identify molecular features and metabolic routes responsive for dietary P intake related to organismal P efficiency and liability to calcium-phosphorus imbalances. Hence, this study investigates effects of diets varying in calcium-phosphorus ratios on growing pigs weighing between 8 and 25 kg. Specifically, the transcriptional response of peripheral blood mononuclear cells (PBMC) was investigated since PBMCs represent physiological and environmentally sensitive transcriptional shifts in other tissues and organs (38, 47). Furthermore, relevant hormone levels and blood parameters were analyzed, and radiologic studies on bone characteristics were performed.

## MATERIALS AND METHODS

### 

#### Animals and diets.

The study was approved by the Scientific Committee of the Leibniz Institute for Farm Animal Biology, and the experimental setup was generally licensed by the Ethics Committee of the federal state of Mecklenburg-Western Pomerania, Germany (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei; LALLF M-V/TSD/7221.3-2.1-020/09). The experimental design is shown in Figure 1. In total, eighteen German Landrace piglets obtained from three litters were randomly assigned to one of three wheat/barley/soybean-based diets varying in digestible P (see Supplemental Table S1). Hence, the diets differed in their calcium-phosphorus ratios. From weaning [28 days postnatum (dpn)] until slaughter (64 dpn), piglets received a diet containing low P (L), medium P (M), or high P (H) levels. Neither phytase nor other phosphatases were added. The achieved levels of soluble P were 0.33% (L), 0.51% (M), and 0.74% (H), respectively. Piglets were individually reared in cages on flat decks in environmentally controlled rooms. The animals had ad libitum access to pelleted feed and water.

**Fig. 1.**
Experimental design. Landrace piglets received low (L), medium (M), or high (H) levels of dietary P postweaning. Blood samples (*n* = 18) were collected at four sampling points, as indicated by the black circles (blood: 28 dpn, 35 dpn, 49 dpn, and 63 dpn). Rectangles indicate time points for transcriptome profiling (28 dpn, 63 dpn). Black diamond indicates femur sampling (64 dpn). dpn, days postnatum

#### Collection and preparation of serum samples.

Blood samples were collected from Vena cava cranialis into heparin-coated tubes at four time points and stored on ice (28 dpn, 35 dpn, 49 dpn, 63 dpn). Serum was prepared and samples were stored at −80°C until use.

#### Physiological parameters, hormones, and blood cell parameters.

Serum samples obtained from animals at 28 dpn, 35 dpn, 49 dpn, and 63 dpn were used. Physiological parameters (inorganic phosphorus, calcium, alkaline phosphatase, magnesium, creatinine, albumin, and glucose) were analyzed with commercial assays using Fuji DriChem 4000i (FujiFilm, Minato, Japan). Serum parathyroid hormone (Immundiagnostik, Bensheim, Germany), calcidiol (IBL, Hamburg, Germany), FGF23 (BlueGene Biotech, Shanghai, China), osteocalcin (Cloud-Clone, Houston, TX), soluble RANKL (Biomedica, Vienna, Austria), and cathepsin K (Biomedica) were determined in duplicate using commercially available ELISA, according to the manufacturer's protocols. Calcitriol was determined via chemiluminescent immunoassay, according to the manufacturer's protocols (DiaSorin, Saluggia, Italy). The intra-assay and interassay coefficients of variation were calculated, i.e., parathyroid hormone (5.6%; 5.9%), calcidiol (6.0%; 3.0%), sRANKL (6.2%; 18.5%), cathepsin K (6.8%; 7.2%), osteocalcin (9.2%; 13.0%), and FGF23 (9.1%; 6.2%), respectively. The intra-assay coefficient of variation (%) in calcitriol was 1.7. Additionally, blood cell counts (leucocytes, erythrocytes, and platelets) were analyzed (ABX Pentra 60, HORIBA ABX SAS, Montpellier, France). Mean values of above-mentioned measurements are given in Supplemental Table S2.

#### Micro-CT measurement of bone characteristics.

The left femur of each piglet was sampled at 64 dpn and stored in Formalin (4°C) until use. Radiologic studies were performed using a high-resolution micro-CT Imaging System (SkyScan 1076, Bruker-MICROCT, Kontich, Belgium). Before being scanned, samples were cleaned in water and stored in 0.9% saline solution at 4°C for at least 24 h. To prevent dehydration during the scanning process, bone samples were wrapped in cling film. For all measurements, the following criteria were used: X-ray source voltage/amperage: 70 kV/141 μA, filter: aluminium 1.0 mm, pixel size: 18 μm, pixel matrix: 4,000 × 2,672, rotation step: 0.6°, averaging frame: 4. After the scanning process, the digital raw images were reconstructed by using NRecon (SkyScan, Kontich, Belgium), a specialized software using cone beam volumetric algorithms. Regarding the middle region of the bone, the volume of interest (VOI) covered each 500 slices in proximal and distal direction, respectively (Fig. 2*A*). The following parameters were used to reconstruct each sample: defect pixel masking: 20%; beam-hardening: 30%, individual misalignment compensation, and fixed histogram thresholds. Subsequently, a trabecular polygonal region of interest (ROI) representing the bone marrow (Fig. 2*B*) and a cortical bagel-like ROI across the whole VOI (Fig. 2*C*) were defined by using CT-analyzer. Artificial phantom rods, containing 0.25 g and 0.75 g calcium-hydroxylapatite·cm^−3^, respectively, were used for calibration. Trabecular bone mineral density (BMD) and tissue mineral density (TMD) were measured. In addition, a three-dimensional analysis was performed to obtain microstructural parameters, including trabecular bone volume/tissue volume ratio (BV/TV), trabecular number (TbN), trabecular separation (TbSp), trabecular thickness (TbTh), and structure model index (SMI).

**Fig. 2.**
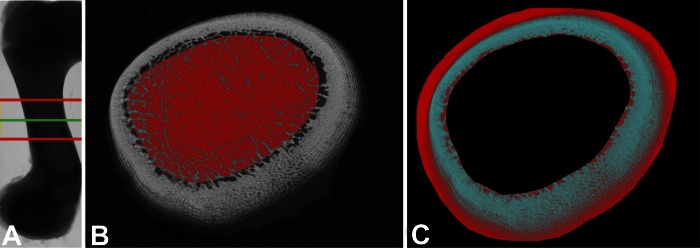
Representative images of selected volume of interest (VOI) in femur (64 dpn). *A*: green line marks the reference line representing the middle region of the bone. Red lines mark upper and lower border, respectively. Red area marks selected region of interest (ROI), representing trabecular (*B*) and cortical (*C*) bone, respectively.

#### RNA isolation, target preparation, and hybridization.

Samples obtained at 28 dpn and 63 dpn were used to isolate peripheral blood mononuclear cells (PBMC) from 5 ml of blood by centrifugation on a Histopaque density gradient (Sigma-Aldrich, Taufkirchen, Germany), and then stored at −80°C. Total RNA was isolated using Qiazol reagent per the manufacturer's directions (Qiagen, Hilden, Germany). Quantification and purification were performed as previously described (52). All RNA samples were stored at −80°C until transcriptome profiling was performed. Individual RNA samples were transcribed to DNA using the Ambion WT expression kit (Ambion, Austin, TX). DNA preparations were fragmented and labeled using the WT terminal labeling kit (Affymetrix, Santa Clara, CA). Subsequently, preparations were hybridized on genome-wide “snowball” arrays (Affymetrix, Santa Clara, CA), a platform invented for genome-wide analyses of the pig transcriptome (23). Raw data were generated using Affymetrix GCOS 1.1.1 software and were deposited in a MIAME-compliant database (19), the National Center for Biotechnology Information Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo; accession number: GSE66308).

#### Data analyses.

Arrays passed the appropriate quality control criteria, as proposed previously (35). The data were RMA normalized (Log2) and filtered by both standard deviation (SD > 0.23) and mean (*m* > 2.5). All samples taken at 28 dpn were considered to represent the physiological untreated state and were, therefore, assigned as reference samples (R). Hence, transcriptional effects were analyzed between samples obtained from animals fed L, M, and H diets at 63 dpn and the reference. Relative changes of mRNA abundances were estimated via variance analyses (SAS Institute, Cary, NC), including effects represented by dietary group, sire, and sex [*V*_ijk_ = μ + dietary group_i_ + sire_j_ + sex_k_ + error_ijk_]. To control for multiple testing, *P* values were converted to a set of *q* values (68). The level of significance was set at *P* ≤ 0.05 and *q* ≤ 0.05, respectively. Annotation data for Affymetrix snowball arrays were obtained from the developers (23). Lists of altered transcripts were evaluated with Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA). The significance of association between data set and pathway was set at *P* ≤ 0.05.

Changes for bone characteristics, physiological parameters, and hormones were estimated via variance analyses (SAS Institute), including effects represented by dietary group, sire, and sex, as done for transcriptomic data. Differences were considered significant at *P* ≤ 0.05.

## RESULTS

The study investigates effects of wheat/barley-based diets varying in calcium-phosphorus ratios on growing pigs. Clues for metabolic alterations were deduced from blood metabolites, bone characteristics, and transcriptome profiles of PBMC. With regard to environmental and economic issues, the objectives of this study were to identify P-responsive metabolic routes and molecular features in growing pigs.

### 

#### Hormone levels and blood metabolites.

Physiological serum parameters were altered as a result of both stage and dietary treatment (Fig. 3). Levels of inorganic phosphorus differed between L and M samples at 35 dpn, 49 dpn, and 63 dpn (M > L). Furthermore, H samples showed higher levels than L samples at 35 dpn, 49 dpn, and 63 dpn (H > L). At 63 dpn, inorganic P levels were found to be increased in M compared with H samples (M > H). Calcium levels differed between L and H samples at 35 dpn, 49 dpn, and 63 dpn (L > H). Furthermore, M samples showed higher levels than H samples at 49 dpn, and 63 dpn (M > H). Magnesium levels were found to be increased in M samples at 49 dpn (M > H) and 63 dpn (M > L; M > H). Creatinine levels differed at 49 dpn (H > L; M > L) and 63 dpn (H > L; H > M). Glucose and albumin levels remained unchanged by diets. Regarding PTH, nutrient-related effects within stages were observed between L and H samples at 35 dpn, 49 dpn, and 63 dpn (H > L). In addition, L samples were found to exhibit lower PTH levels than M samples at stages 49 dpn and 63 dpn (M > L), respectively. Moreover, H samples showed increased PTH levels compared with M samples at stage 35 dpn (H > M). Regarding calcitriol, increased levels were found in L samples at 49 dpn (L > H) and 63 dpn (L > H; L > M). Additionally, serum calcidiol levels differed at 35 dpn (L > M) and 63 dpn (L > H). FGF23 levels were increased in L samples at 35 dpn. Osteocalcin and soluble RANKL levels were found to be unaffected by dietary P intake. Cathepsin K levels differed at 35 dpn (L > H), 48 dpn (M > H), and 63 dpn (L > H; M > H; M > L). Regarding alkaline phosphatase, diet-dependent effects within stages were observed between L and M samples (L > M), as well as between L and H samples (L > H) at 49 dpn and 63 dpn, respectively. Relative leucocyte number was found to be increased in H samples at 49 dpn (H > L) and 63 dpn (H > L; H > M) (Fig. 4). No dietary effect on erythrocytes and platelets were observed.

**Fig. 3.**
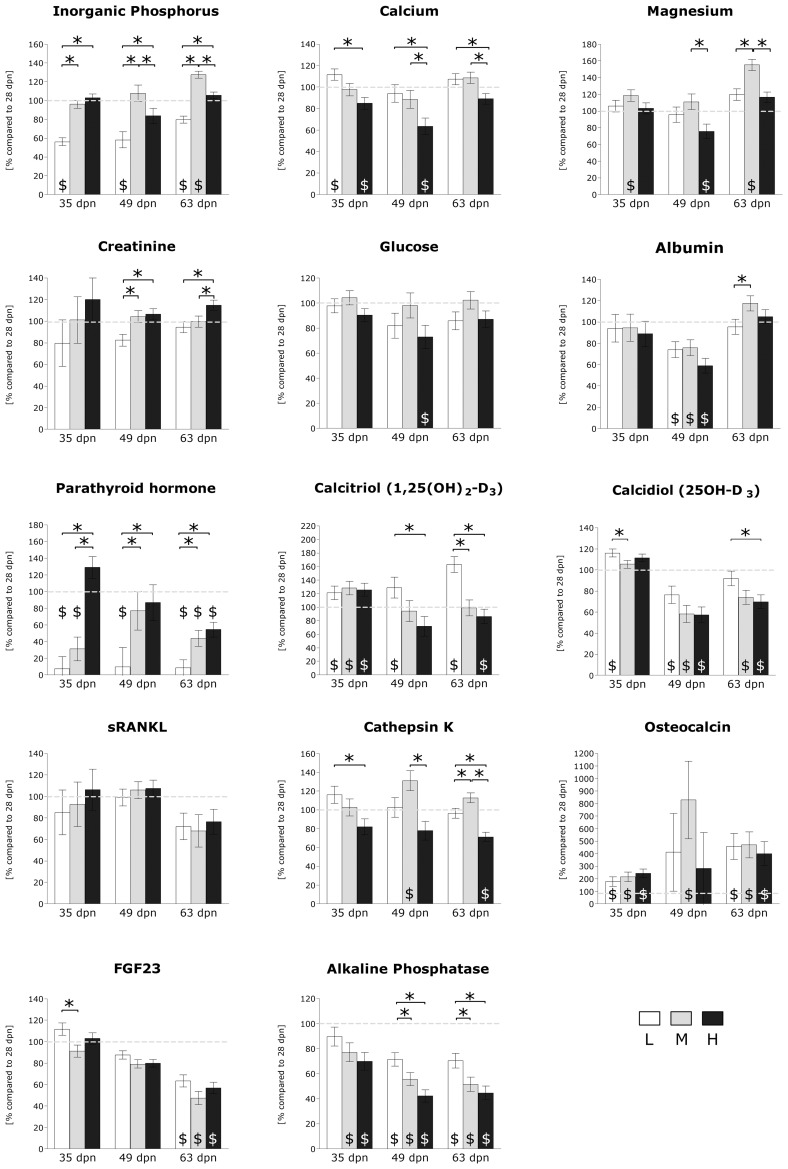
Hormone levels and blood metabolites. Relative levels (least square means ± SE) of serum inorganic phosphorus, calcium, magnesium, creatinine, glucose, albumin, parathyroid hormone, calcitriol, calcidiol, sRANKL, cathepsin K, osteocalcin, FGF23, and alkaline phosphatase were shown in comparison to untreated samples (28 dpn). L: white bars. M: gray bars. H: black bars. Dietary effects within stage: *P ≤ 0.05. Stage effect within dietary group: $*P* ≤ 0.05. dpn, days postnatum.

**Fig. 4.**
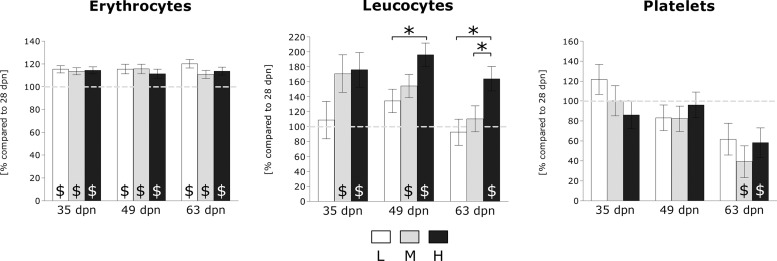
Blood cell counts. Relative levels (least square means ± SE) of erythrocytes, leucocytes, and platelets were shown in comparison to untreated samples (28 dpn). L: white bars. M: gray bars. H: black bars. Dietary effects within stage: *P ≤ 0.05. Stage effect within dietary group: $*P* ≤ 0.05. dpn, days postnatum

#### Bone characteristics.

At 64 dpn, BMD and SMI were increased in H samples compared with L samples (H > L; Table 1). Furthermore, BV/TV was increased in H samples (H > L; H > M). In L samples, ThN was lowered and the ThSp was increased, when compared with H and M samples, respectively. No dietary differences were observed regarding TMD and TbTh, respectively.

**Table 1.** Bone characteristics of pigs fed experimental diets with low (0.33%), adequate (0.51%), and high (0.74%) digestible P content

Item	Unit	Low		Medium		High	
		LS Mean	SE	LS Mean	SE	LS Mean	SE
Tissue mineral density	g/mm^3^	1.09	0.01	1.09	0.01	1.11	0.01
Bone mineral density	g/mm^3^	0.15^a^	0.01	0.18^a^	0.01	0.21^b^	0.01
Structure model index		0.77^a^	0.22	1.37^a,b^	0.22	1.63^b^	0.21
Bone volume/Total volume	%	17.82^a^	1.31	20.02^a,b^	1.31	21.96^b^	1.23
Trabecular number	1/mm	0.56^a^	0.06	0.70^a,b^	0.06	0.72^b^	0.05
Trabecular separation	mm	3.22^b^	0.33	1.78^a^	0.33	2.05^a^	0.31
Trabecular thickness	mm	0.32	0.02	0.29	0.02	0.32	0.02

a,b,c Letters that differ indicate significant differences between groups (*P* ≤ 0.05).

#### Transcriptome profiles in PBMC.

The snowball microarray covers 47,845 probe sets corresponding to 17,964 annotated genes. 

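PBMC are the lymphocytes and monocytes that density-gradient centrifugation separates from the granulocytes and red cells of the blood. Their RNA was profiled in 37 preparations from 19 pigs by the sample labels, each hybridised to an array of its own, whereas the paper gives 18 piglets. Taken as readings to 1 decimal, the means of inorganic phosphorus, calcium and magnesium in Supplemental Table S2 fit 6 L, 6 M and 7 H pigs at both 28 and 63 dpn. The reference group R held 19 arrays at 28 dpn, from 6 pigs later fed the L diet, 6 fed the M diet and 7 fed the H diet. At 63 dpn there were 6 L, 5 M and 7 H arrays, from pigs on diets with 0.33%, 0.51% and 0.74% P. Of the 19 pigs, 18 were measured at both ages, and pig 8, assigned to M, only at 28 dpn. L held 3 female and 3 male pigs, H 4 and 3, and M at 63 dpn 3 and 2. The authors normalized the scanned arrays by RMA, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set. Their deposited values are on the log2 scale, with array medians between 5.25 and 5.42, and the number of arrays limits the precision. Here, 123 control probe sets were left out, and probe sets with an SD over 0.23 and a mean over 2.5 were kept, as in the study. Differences were tested with limma, a linear model with moderated variances, on all 37 arrays with dietary group and sex as factors. P values were turned into q values by Storey's method, and a probe set was called altered with both P and q at most 0.05, the thresholds of the study. The sire, which the study's model also held, is not given in the sample labels used here. For 33 gene lists, 13 of cell types and 20 of processes, the shift of a list against all other genes was tested with camera of limma at a preset correlation of 0.01. These p-values were adjusted by Benjamini-Hochberg over the 33 lists, and the test was repeated with a correlation estimated from the arrays. Each gene of a list was represented by its probe set with the highest mean, and the value of a list on an array is the mean of its centred genes. The other tests, lists and settings were fixed before the data were examined, the lists after Supplemental Table S3 had been read. Chosen later were the treatment of the control probe sets, the fits without the arrays of pigs 11 and 12 and the simulation of shared probe sets. So were the list values of H at each age and the comparison of the H difference at 28 dpn with that at 63 dpn. Where a fit with each pig as a block is named, the pigs are fixed effects. Each diet is then set only against the 28 dpn arrays of its own pigs, in place of all R arrays. With random pig effects no named gene gained a call in H against R. In simulated data of the same arrangement, the test of H against R found 45% of the probe sets changed by 0.5 and 93% of those changed by 1 on the log2 scale, among 28086 tested.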

After filtering as described above, 27,596 probe sets (∼58 %) remained for analysis. These probe sets corresponded to 15,488 annotated genes.

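Among genes of bone metabolism, RUNX2 (a transcription factor of osteoblasts), RANK (TNFRSF11A), RANKL (TNFSF11), its decoy receptor osteoprotegerin (TNFRSF11B) and cathepsin K (CTSK) passed the filter. Of mineral metabolism, FGF23, the vitamin D receptor VDR and the vitamin D hydroxylase CYP27A1 passed it. The probe sets of ALPL (alkaline phosphatase), BGLAP (osteocalcin) and NFKB1 did not pass and were not tested. In all, 28086 probe sets passed, which is 58.7% of the 47845 on the array. The array annotation used here gave 1 gene symbol to 15356 of them, which name 9529 different genes, and no symbol to 12730. Over the whole array, 26426 probe sets carried a symbol, of 13664 genes, and 293 symbols of probe sets that passed were replaced by the current ones. All 687 probe sets that Supplemental Table S3 lists for H and R passed. That table names the gene for 596 of them against 500 in the annotation, so its names were also used for single genes but not for gene lists.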

Transcriptional differences were pronounced due to effects mediated by both dietary challenge and age. Hence, the analyses focused on transcripts representing longitudinal transcriptional patterns specific for L, M, or H samples, including the physiologically untreated samples as reference samples (R). 

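Against R, 4 probe sets were altered in the L, the M and the H samples. CPT1A, the enzyme that passes long-chain fatty acids on to the mitochondria, fell in H samples, with a log2 fold change of -0.64 (SE 0.17, q = 0.031) and 6 of 7 H arrays below the mean of the 19 R arrays. PGM2L1, which makes glucose 1,6-bisphosphate, rose by 0.70 (SE 0.16, q = 0.0246). TPPP3, a tubulin-binding protein, rose by 1.13 (SE 0.14, q = 1.83e-05) and the transcript BC015417.2 by 1.15 (SE 0.20, q = 0.00385). All 3 lay above the R mean in 7 of 7 H arrays. The call in H was lost for CPT1A and PGM2L1 without the 63 dpn array of pig 11 and for CPT1A without the 63 dpn arrays of pigs 9, 15 and 18 (q = 0.0534 to 0.0808). H and L shared 7 altered probe sets, H and M 4 and L and M 4, where independent lists of these lengths would share 0.147, 0.105 and 0.00125. Such lists leave out the shared R arrays. In unchanged groups simulated against the same R arrays, which leave out any real change, lists of the same lengths made of the probe sets with the lowest P shared medians of 1, 0 and 0 in the same direction over 100 draws, and at most 4, 3 and 2. Across the 28086 probe sets, which are not independent replicates, the log2 fold changes against R correlated by 0.431 for H and L (jackknife SE 0.192), 0.312 for H and M (0.227) and 0.48 for L and M (0.15). Because the comparisons share the R arrays, unchanged groups simulated against them also correlate, with medians of 0.279, 0.206 and 0.215 in 100 draws. With the R arrays split between the comparisons, the correlations were 0.255, 0.143 and 0.259. With each diet against its own 28 dpn arrays they were -0.0692, 0.12 and 0.34. The covariances were 0.0203, 0.0138 and 0.0185 against 0.00725, 0.00594 and 0.00656 simulated, with differences of 0.013, 0.00789 and 0.0119.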

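The genes of monocytes changed more between the ages in H than in L and M pigs, by a median log2 difference of 0.67 over 17 genes, with 17 of 17 positive. In 7 of 7 H pigs the change of this list lay above the mean change of the other diets (camera, adjusted p = 1.63e-05, and adjusted p = 0.499 with an estimated correlation). For the genes of glycolysis and hypoxia the difference was 0.43, with 16 of 17 genes positive and 6 of 7 pigs above (adjusted p = 0.000637, and adjusted p = 0.499 with an estimated correlation). The H pigs differed from the mean of L and M by -0.273 and 0.453 in the mean log2 value of the monocyte list at 28 and 63 dpn, and by -0.148 and 0.236 in that of glycolysis and hypoxia. Erythroid markers went the other way, with a difference of -0.55, 8 of 8 genes negative and 6 of 7 pigs below (adjusted p = 0.000931, and adjusted p = 0.499 with an estimated correlation). The 63 dpn arrays of the H pigs 11 and 12 had the lowest values on the first principal component. Without them the differences were 0.50 (adjusted p = 0.00279) for monocytes, 0.33 (adjusted p = 0.00254) for glycolysis and -0.34 (adjusted p = 0.0187) for erythroid markers. In the list values, the larger part of these monocyte and erythroid differences then lay at 28 dpn, before the diets began. For glycolysis the parts at 28 and 63 dpn were about equal. In all, 9 of the 33 lists differed between H and the other diets in their change with age, 7 upward, and 0 did so with an estimated correlation. Measured against their own 28 dpn arrays in place of R, the H pigs had 3512 altered probe sets, 2245 higher and 1267 lower at 63 dpn (n = 7 and 7 arrays). By the same limma test the L pigs had 0 (1552 at an unadjusted P under 0.05, n = 6 and 6) and the M pigs 0 (1460, n = 5 and 6). For single probe sets, limma called 0 as differing between H and the other diets in their change with age, with 5651 at an unadjusted P under 0.05 and a smallest q of 0.0509. With unmoderated variances 426 were called, 3041 with a stricter filter, 224 with array weights, 51 without the sex term, 47 without the filter, and 1 with each pig as a block (5738 at an unadjusted P under 0.05). With 1 array left out the count was above 0 for 11 arrays, and 13 without the 63 dpn array of pig 6, 189 without the 28 dpn array of pig 6, 491 without the 63 dpn array of pig 4 and 587 without the 28 dpn array of pig 8. It was 622 without the 28 dpn array of pig 11, 671 without the 28 dpn array of pig 17, 1300 without the 28 dpn array of pig 13 and 1554 without the 63 dpn array of pig 10. It was 1565 without the 28 dpn array of pig 12, 1723 without the 63 dpn array of pig 3 and 2227 without the 63 dpn array of pig 13. At 28 dpn, before the diets began, limma called 0 probe sets between the pigs assigned to L, M and H (3162 at an unadjusted P under 0.05, and 0 with unmoderated variances), but 90 were called with array weights.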

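In L samples (n = 6, against 19 R arrays), CPT1A, which controls the entry of fatty acids into mitochondria, fell from 8.74 ± 0.21 (SD) to 7.59 ± 0.12 on the log2 scale. This is a log2 fold change of -1.15 (SE 0.17, q = 0.00212), with 6 of 6 L arrays below the R mean. ROCK1, a kinase of the actin cytoskeleton, rose by 1.14 (SE 0.20, q = 0.0102) on 1 probe set and had a log2 fold change of 0.22 (q = 0.633) on another. RPL22L1, a ribosomal protein, rose by 0.95 (SE 0.17, q = 0.0111) in 5 of 6 arrays. PGM2L1 rose by 0.90 (SE 0.17, q = 0.0314), TPPP3 by 0.76 (SE 0.15, q = 0.0399) and BC015417.2 by 1.20 (SE 0.21, q = 0.0105), each in 6 of 6. With a probe set of no known gene at 0.88 (SE 0.16, q = 0.0205), these are the 7 called by limma, 6 of them higher. The count was 1 with each pig as a block (1599 at an unadjusted P under 0.05), 175 with array weights (115 higher), 27 with repeated quantile normalization (17 higher), 22 with a stricter filter (16 higher) and 13 with only the groups compared (8 higher). A fit without the 63 dpn arrays of the H pigs 11 and 12 called 41, 19 of them higher. With 1 array left out the count was 1 without the 63 dpn arrays of pigs 10 and 14, 2 without the 63 dpn array of pig 4, 12 without the 28 dpn array of pig 16, 14 without the 28 dpn array of pig 1 or the 63 dpn array of pig 11 and 17 without the 28 dpn array of pig 18. It was 19 without the 63 dpn array of pig 12 and 114 without the 63 dpn array of pig 17. CPT1A kept its call in all 37 of these fits. The other 6 lost theirs without the 63 dpn array of pig 4 (q = 0.0576 to 0.114), of pig 10 (q = 0.11 to 0.216) or of pig 14 (q = 0.0793 to 0.147). PGM2L1 also lost it without the 28 dpn array of pig 9 or the 63 dpn arrays of pigs 1 and 20 (q = 0.052 to 0.128 over its losses), and the unnamed probe set without the 63 dpn array of pig 1 (q = 0.0679). TPPP3 lost it also without the 28 dpn arrays of pigs 3, 6, 9, 13, 14 and 15 or the 63 dpn arrays of pigs 3, 9 and 18 (q = 0.0507 to 0.216 over its losses).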

Between L and R samples, seven probe sets (6 probe sets L > R) were found to be altered (Supplemental Table S3). 

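In M samples (n = 5, against 19 R arrays), CPT1A was at 7.54 ± 0.37 (SD), with a log2 fold change of -1.20 (SE 0.19, q = 0.00199) and 5 of 5 arrays below the R mean. PGM2L1, the synthase of glucose 1,6-bisphosphate, rose from 8.97 ± 0.36 in R to 10.19 ± 0.20, by 1.20 (SE 0.19, q = 0.00199) in 5 of 5 arrays. BC015417.2 rose by 1.37 (SE 0.23, q = 0.00378) and TPPP3 by 0.90 (SE 0.16, q = 0.0129), each in 5 of 5. A probe set designed for a human microRNA, mir-888, rose by 1.35 (SE 0.24, q = 0.0129) in 5 of 5 arrays, and its log2 fold change was 0.11 in L and 0.03 in H samples. These are the 5 called by limma, 4 of them higher. Of M against R, limma called 0 with each pig as a block (1443 at an unadjusted P under 0.05), and with unmoderated variances 4 were called, while a stricter filter gave 3 and a fit of only the groups compared 3. The count was 2, CPT1A and PGM2L1, without the 63 dpn array of pig 2, where the other 3 had q = 0.193 to 0.421. It was also these 2 without that of pig 16, with q = 0.0525 to 0.421 for the other 3. TPPP3 lost its call also without the 63 dpn array of pig 13 (q = 0.165) and the mir-888 probe set without that of pig 19 (q = 0.0616).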

Comparing M and R samples, four probe sets (three probe sets M > R) showed an altered abundance. Between H and R samples, 687 probe-sets (563 probe sets H > R) differed significantly. Of these, 678 probe sets (555 probe sets H > R) were private to the comparison between H and R and were used for further analysis (Table 2). Specifically, pathways associated with bone metabolism exhibited diet-specific expression, including RANK signaling and BMP signaling. Furthermore, a set of immune pathways was found to differ between H and R samples, in particular, transcripts associated with NF-κB signaling, glucocorticoid receptor signaling, p38 MAPK signaling, regulation of the epithelial-mesenchymal transition pathway, TREM1 signaling, FGF signaling, NGF signaling, B cell receptor signaling, and TGF-β signaling. Moreover, IPA proposed that the altered RANK signaling rather contributes to cell survival than osteoclast differentiation. Moreover, a stimulation of T-cell proliferation was predicted in H samples (*z*-score = 2.483; 51 genes; overlap *P* = 3.13·E^−11^).

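Among the largest increases in H samples (n = 7, against 19 R arrays) was TGM3, a transglutaminase, with a log2 fold change of 1.78 (SE 0.47, q = 0.033) in 6 of 7 arrays. IL1R2, the decoy receptor of interleukin-1, rose by 1.31 (SE 0.30, q = 0.0212) in 7 of 7, and EREG, a ligand of the EGF receptor, by 1.10 (SE 0.29, q = 0.0327). Of the Wnt pathway, the coactivator PYGO1 rose by 1.06 (SE 0.14, q = 2.53e-05) and the receptor FZD4 by 1.05 (SE 0.26, q = 0.0291). Among the largest decreases, STAR, which brings cholesterol into mitochondria, fell in 7 of 7 arrays, with -1.26 (SE 0.30, q = 0.0246). BPGM, the enzyme that makes 2,3-bisphosphoglycerate in red cells, fell with -0.77 (SE 0.20, q = 0.0343), and the small GTPase RAB22A with -0.71 (SE 0.17, q = 0.0223). In all, 588 probe sets were called, 497 higher with a median log2 fold change of 0.53 and 91 lower with a median of -0.50. On the first principal component, which held 13.8% of the variance, the 63 dpn arrays of the H pigs 12 and 11 lay at -66.7 and -44.9, beyond that of pig 9 at -31.9. Without the 63 dpn arrays of pigs 11 and 12, a test chosen after the data were seen, 4 probe sets were called, namely BC015417.2, CPT1A, PYGO1 and TPPP3. With 1 array left out the count was 14 without the 63 dpn array of pig 12, 90 without the 63 dpn array of pig 11, 162 without the 63 dpn arrays of pigs 9 and 15, 274 without the 28 dpn array of pig 8 and 277 without the 28 dpn array of pig 9. It was 284 without the 28 dpn array of pig 13, 340 without the 28 dpn array of pig 3, 1139 without the 28 dpn array of pig 1, 1295 without the 63 dpn array of pig 6 and 1360 without the 63 dpn array of pig 3. Of the 8 genes above, the call was lost for all but PYGO1 without the 63 dpn array of pig 12, for all but PYGO1 and STAR without the 63 dpn array of pig 11 and for BPGM, EREG, FZD4, RAB22A and STAR without the 63 dpn array of pig 9. It was lost for FZD4 without the 63 dpn array of pig 15 and for TGM3 without the 28 dpn array of pig 8 (q = 0.0501 to 0.164). With each pig as a block 2935 were called, 68.3% of them higher, against 84.5% without the block and 92.3% of 875 when every array was centred on its median. After Benjamini-Hochberg adjustment 226 were called, 123 with array weights, 156 with only the groups compared, 227 with repeated quantile normalization and 2027 with a stricter filter, and with 5 H pigs the median was 112.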

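Of the 588, 581 probe sets were called for H and for neither L nor M, 491 of them higher and 90 lower. HGF, hepatocyte growth factor, rose in H samples by 0.91 (SE 0.22, q = 0.0246) and had a log2 fold change of 0.07 in L and 0.01 in M. TANK, an adaptor of NF-κB signaling, rose by 0.61 (SE 0.14, q = 0.0246), with -0.07 in L and -0.07 in M. MAP3K2, a kinase upstream of JNK and ERK5, also rose in H and was not called in the other diets, where its log2 fold change was 0.68 in L and 0.56 in M. Over the 497 probe sets called higher in H, the median log2 fold change was 0.22 in L and 0.18 in M, and 168 and 103 of them had an unadjusted P under 0.05 there. In the direct test of H against the mean of L and M at 63 dpn, limma called 0 probe sets, with 3259 at an unadjusted P under 0.05, a smallest q of 0.205 and 0 with unmoderated variances. Without the 63 dpn array of the M pig 13 it called 1. Of the 497, 294 had an unadjusted P under 0.05 in that test, and of the 91 lower ones 47. Of all 588, 92.7% had the same sign in L and 91.7% in M, against 76.4% and 70.7% in unchanged groups simulated against the same R arrays. Their 100 draws ranged from 16% to 96.3% for L and from 25% to 98.5% for M. With 1 array left out at a time, HGF and TANK lost their call against R without the 63 dpn array of pig 11 and without that of pig 12 (q = 0.0569 to 0.136). The count of 581 was 7 without the 63 dpn array of pig 12, 85 without the 63 dpn array of pig 11, 158 without the 63 dpn arrays of pigs 9 and 15, 268 without the 28 dpn array of pig 8 and 271 without the 28 dpn array of pig 9. It was 278 without the 28 dpn array of pig 13, 333 without the 28 dpn array of pig 3, 1126 without the 28 dpn array of pig 1, 1288 without the 63 dpn array of pig 6 and 1353 without the 63 dpn array of pig 3. Without both pigs 11 and 12 it was 0, and with each pig as a block 2934. It was 101 with array weights, 150 with only the groups compared, 217 with repeated quantile normalization, 220 after Benjamini-Hochberg adjustment, 2012 with a stricter filter and 3512 with the own 28 dpn reference.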

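Of the 7 genes that Table 2 gives for RANK signaling, 5 rose in H samples. Among them are the kinases MAP3K2, with a log2 fold change of 0.82 (SE 0.14, q = 0.00385), MAPK14 (p38α) with 0.58 (SE 0.16, q = 0.038) and MAP3K5 with 0.52 (SE 0.14, q = 0.0377), and the phosphoinositide kinase PIK3CG with 0.45 (SE 0.12, q = 0.032). Each of these lay above the R mean in at least 6 of 7 arrays. The values are those of the probe sets of Table 2. Over all probe sets of a gene, 3 of 4 were called for MAP3K2, 1 of 2 for MAPK14, 1 of 3 for MAP3K5 and 1 of 2 for PIK3CG. The lowest log2 fold changes were 0.45, 0.12, 0.19 and 0.27 in this order. The receptor RANK itself (TNFRSF11A) did not pass, with 0.42 (SE 0.12, q = 0.0515) and 7 of 7 H arrays above the R mean, and neither did MAP3K3 at 0.48 (q = 0.0503). RANK had a log2 fold change of 0.41 in L, 0.29 in M and 0.06 (q = 0.646) for H against the mean of L and M. Its 3 probe sets ran from -0.06 to 0.42 in H against R. Of the 6 genes of BMP signaling, 3 rose, among them the transcription factor RUNX2 and the kinase MAPK14. SMAD5 at 0.45 (q = 0.0504), the coactivator CREBBP at 0.36 (q = 0.0595) and the ligand BMP8A at -0.34 (q = 0.0556) did not pass. The median log2 fold change of the RANK genes was 0.48 in H, 0.25 in L and 0.17 in M, and that of the BMP genes 0.37, 0.16 and 0.10. When adjusted over the list alone, 7 RANK genes were higher, and 5 BMP genes were higher and 1 lower, but the study chose both lists on these samples, so this is not independent evidence. CSF3R, the G-CSF receptor of neutrophils, was at 0.47 (q = 0.156). A fit with each pig as a fixed block sets the H pigs against their own 28 dpn arrays in place of all R arrays. In that fit, but not with random pig effects, RANK was called at 0.56 (q = 0.0234), MAP3K3 at 0.57 (q = 0.0239), SMAD5 at 0.67 (q = 0.0135), CREBBP at 0.46 (q = 0.0299) and BMP8A at -0.42 (q = 0.0348). The RANK count was 1 without the 63 dpn arrays of pigs 9, 11, 12 and 15, 2 without the 28 dpn arrays of pigs 8, 9 and 13 and 3 without the 28 dpn array of pig 3. The BMP count was 0 without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15, 5 without the 28 dpn array of pig 10 or the 63 dpn array of pig 17 and 6 without the 28 dpn arrays of pigs 1 and 20 or the 63 dpn arrays of pigs 3 and 6. Of MAP3K5, MAPK14, PIK3CG and RUNX2, the call was lost for all 4 without the 63 dpn arrays of pigs 9, 11, 12 and 15 and for MAP3K5, MAPK14 and RUNX2 without the 28 dpn arrays of pigs 8, 9 and 13. It was lost for MAP3K5 and MAPK14 without the 28 dpn array of pig 3 and for MAPK14 without the 28 dpn array of pig 6 (q = 0.0505 to 0.183). Of the 5 genes that did not pass, a call was gained for all 5 without the 28 dpn arrays of pigs 1 and 20 or the 63 dpn arrays of pigs 3 and 6, for all but BMP8A and MAP3K3 without the 28 dpn array of pig 10 and for all but BMP8A and CREBBP without the 28 dpn array of pig 16. It was gained for BMP8A and SMAD5 without the 63 dpn array of pig 17, for MAP3K3 without the 28 dpn array of pig 18 or the 63 dpn arrays of pigs 4 and 18 and for SMAD5 without the 28 dpn arrays of pigs 2, 15 and 19. It was gained for RANK without the 63 dpn array of pig 13 (q = 0.0175 to 0.0499). Without the 63 dpn arrays of both pigs 11 and 12, MAP3K2 and the other genes of these pathways were not called, and all 55 genes of Table 2 kept their sign.
Osteoblast differentiation was also tested with a list of 16 measured genes, 3 of which are in Table 2. RUNX2 rose and WNT1, a secreted Wnt ligand, fell, with a log2 fold change of -0.45 (SE 0.13, q = 0.0495) and 7 of 7 H arrays below the R mean. The other 14 did not pass, and 2 were higher and 1 lower when adjusted over the list alone. Their median was 0.06, with 10 of 16 positive and 5 of 7 H arrays above the R mean (camera, adjusted p = 0.687). WNT1 was not called with random pig effects, with unmoderated variances or with median-centred arrays, and it kept its call with 1 array left out only for the 28 dpn arrays of pigs 1, 2, 10, 14, 16 and 20 or the 63 dpn arrays of pigs 3, 6, 10, 13 and 17 (q = 0.0109 to 0.327 over all settings). RUNX2 lost its call without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 (q = 0.0531 to 0.163).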

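On the probe sets of Table 2, all 9 genes that it gives for TREM1 signaling, which amplifies the response of myeloid cells to microbes, rose in H samples. The count was 4, 2 and 3 without the 28 dpn arrays of pigs 8, 9 and 13 in turn and 2, 0, 0 and 2 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. Among the 9 genes were the microbial receptors TLR4, with a log2 fold change of 0.91 (SE 0.22, q = 0.0285), and TLR2 with 0.69 (SE 0.18, q = 0.035), the adaptor TYROBP with 0.77 (SE 0.21, q = 0.0372) and the costimulator CD86 with 0.70 (SE 0.17, q = 0.0285). Over all probe sets of a gene, 2 of 7 were called for TLR4, 1 of 4 for TLR2, 1 of 1 for TYROBP and 1 of 5 for CD86. The lowest log2 fold changes were -0.19 for TLR4, 0.25 for TLR2 and -0.04 for CD86. Of glucocorticoid receptor signaling 18 of 19 genes rose, of p38 MAPK 11 of 12 and of FGF 8 of 9. Of B cell receptor signaling 10 of 13 rose, of NF-κB signaling 11 of 15, and of the epithelial-mesenchymal transition 13 of 15 with 1 lower. TGF-β signaling has no genes in Table 2 and was not analysed here. The median log2 fold changes were 0.61 in H, 0.05 in L and 0.17 in M for TREM1 and 0.57, 0.23 and 0.18 for p38 MAPK. Of all 55 genes of Table 2, 49 were called, and 34 had an unadjusted P under 0.05 for H against the mean of L and M. All 55 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. For glucocorticoid receptor signaling the count was 9, 9 and 10 without the 28 dpn arrays of pigs 8, 9 and 13 in turn and 6, 2, 0 and 6 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. That of p38 MAPK was 5, 5, 5 and 5 without the 28 dpn arrays of pigs 3, 8, 9 and 13 in turn and 5, 1, 0 and 4 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. The NF-κB count was 6, 7, 7, 5, 5, 7 and 5 without the 28 dpn arrays of pigs 3, 5, 6, 8, 9, 11 and 13 in turn and 4, 1, 0 and 4 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. For FGF it was 5, 4, 4 and 4 without the 28 dpn arrays of pigs 3, 8, 9 and 13 in turn and 3, 1, 0 and 3 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. For B cell receptor signaling it was 6, 5, 5 and 5 without the 28 dpn arrays of pigs 3, 8, 9 and 13 in turn and 4, 3, 1 and 4 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. That of the epithelial-mesenchymal transition was 9, 9, 7, 7 and 7 without the 28 dpn arrays of pigs 3, 6, 8, 9 and 13 in turn and 3, 3, 1 and 3 without the 63 dpn arrays of pigs 9, 11, 12 and 15 in turn. Of all 55, the number called was 2 without the 63 dpn array of pig 12, 7 without the 63 dpn array of pig 11, 15 without the 63 dpn array of pig 15 and 16 without the 63 dpn array of pig 9. It was 22 without the 28 dpn array of pig 9, 25 without the 28 dpn arrays of pigs 8 and 13 and 31 without the 28 dpn array of pig 3. Without both pigs 11 and 12 at 63 dpn it was 1. With 1 array left out at a time, the call of the 4 genes named was lost for all 4 without the 63 dpn arrays of pigs 11 and 12 and for TLR2 and TYROBP without the 28 dpn arrays of pigs 9 and 13 or the 63 dpn arrays of pigs 9 and 15. It was lost for TLR2 without the 28 dpn array of pig 8 and for TYROBP without the 28 dpn array of pig 3 (q = 0.0512 to 0.179).
Of a list of genes induced by glucocorticoids, 6 of the 15 measured rose. They are the kinase SGK1, with a log2 fold change of 0.88 (SE 0.19, q = 0.0169), the phosphatase DUSP1 with 0.80 (SE 0.20, q = 0.0291), FKBP5, a partner of the glucocorticoid receptor, with 0.57 (SE 0.12, q = 0.0169), the anti-inflammatory ANXA1 with 0.61 (SE 0.15, q = 0.0291), the transcription factor CEBPD with 0.76 (SE 0.15, q = 0.0136), and IL1R2. FKBP5 was called on 1 of its 2 probe sets and was at -0.28 on the other. Of the 15 genes, 6 are in Table 2 and 4 in other lists. When adjusted over the list alone, 7 were higher and 1 lower. The median was 0.29, with 11 of 15 positive and 6 of 7 H arrays above the R mean (camera, adjusted p = 0.000464, and adjusted p = 0.405 with an estimated correlation). It was 0.28 (adjusted p = 0.018) without pigs 11 and 12 and kept its call with any 1 array left out (adjusted p = 0.00179 at most). Of 11 measured targets and regulators of NF-κB, TANK rose, and 2 were higher when adjusted over the list alone. Their median was 0.24, with 9 of 11 positive and 6 of 7 arrays above (adjusted p = 0.0277, and adjusted p = 0.498 with an estimated correlation). It was 0.08 (adjusted p = 0.304) without the 63 dpn array of pig 12 and 0.05 (adjusted p = 0.498) without both pigs. Markers of neutrophils, which the gradient removes, moved with these genes, and 2 of 16 rose, the maltase MGAM with 0.85 (SE 0.20, q = 0.0223) and IL1R2. When adjusted over the list alone, 6 were higher and 1 lower, and their median was 0.50, with 14 of 16 positive and 4 of 7 arrays above (adjusted p = 0.0018, and adjusted p = 0.405 with an estimated correlation). It was 0.17 (adjusted p = 0.119) without the 63 dpn array of pig 12 and 0.06 (adjusted p = 0.677) without both pigs. The number of genes called was, for glucocorticoid-induced genes, 0 without the 63 dpn array of pig 12 and 1 without the 63 dpn array of pig 11. For neutrophils it was 0 without the 63 dpn arrays of pigs 11 and 12 and 5 without the 63 dpn array of pig 6. For NF-κB it was 0 without the 63 dpn arrays of pigs 11 and 12 and 2 without the 28 dpn array of pig 16 or the 63 dpn arrays of pigs 3 and 6. Of the 8 genes named, the call was lost for all 8 without the 63 dpn array of pig 12, for all but CEBPD without the 63 dpn array of pig 11 and for ANXA1 and DUSP1 without the 63 dpn arrays of pigs 9 and 15 (q = 0.0512 to 0.143).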

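Of 19 measured genes of osteoclast differentiation, TYROBP, an adaptor protein that osteoclast precursors need, was the one that passed, and 5 were higher when adjusted over the list alone. Cathepsin K (CTSK), the collagenase of mature osteoclasts, had a log2 fold change of 0.22 (q = 0.377) and RANKL (TNFSF11) 0.21 (q = 0.341). Osteoprotegerin (TNFRSF11B), the decoy receptor of RANKL, was at -0.17 (q = 0.303) and FCER1G, an adaptor like TYROBP, at 0.46 (q = 0.0856). The kinase SYK, on which both adaptors act, was at 0.42 (q = 0.0871) on the probe set of the list and rose by 0.75 (SE 0.17, q = 0.0223) on the one of Table 2. With each pig as a block, CTSK was called at 0.61 (q = 0.0469) and the list's probe set of SYK at 0.73 (q = 0.0111). The median of the list was 0.21, with 14 of 19 positive and 6 of 7 H arrays above the R mean (camera, adjusted p = 0.0313, and adjusted p = 0.405 with an estimated correlation). It was 0.18 (adjusted p = 0.107) without the 63 dpn array of pig 12 and 0.23 (adjusted p = 0.0517) without the 63 dpn array of pig 15. Without both pigs 11 and 12 it was 0.16 (adjusted p = 0.17). Of the 19 genes, 5 also stand in other lists, among them the neutrophil protease MMP9 at 0.52 (q = 0.186), and 3 in Table 2. The number called was 0 without the 28 dpn arrays of pigs 3, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15, 2 without the 28 dpn arrays of pigs 1, 10, 16 and 20 or the 63 dpn arrays of pigs 3, 13 and 18 and 3 without the 63 dpn array of pig 6. SYK lost its call on the probe set of Table 2 without the 63 dpn array of pig 12 (q = 0.127).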

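Of 21 measured genes of cell proliferation, 0 passed in H samples by limma (3 at an unadjusted P under 0.05, and 0 passed with unmoderated variances), and 12 of 21 had a negative log2 fold change. The spindle genes TPX2 and BUB1 were at -0.43 (q = 0.134) and -0.33 (q = 0.177), the mitotic kinase AURKB at -0.26 (q = 0.115) and RRM2, a subunit of ribonucleotide reductase, at 0.46 (q = 0.131). The median was -0.08, with 4 of 7 H arrays below the R mean (camera, adjusted p = 0.24). Against the mean of L and M, the same genes were lower in H samples, with a median of -0.15 and 15 of 21 negative. The list value lay below that mean in 7 of 7 H arrays (adjusted p = 0.00249, and adjusted p = 0.381 with an estimated correlation), and the list kept its call with any 1 array left out (adjusted p = 0.0244 at most). Its median was then -0.08 without the 63 dpn array of pig 12, -0.25 without the 63 dpn array of pig 15, -0.26 without the 63 dpn array of pig 18 and -0.09 without the 63 dpn array of pig 20. Of 11 measured T cell markers, 0 passed (0 at an unadjusted P under 0.05, and 0 passed with unmoderated variances), and 9 of 11 were positive. The T cell receptor subunits CD3D and CD3E were at 0.22 (q = 0.181) and 0.23 (q = 0.185) and the costimulator CD28 at 0.16 (q = 0.293). The median of the markers was 0.06, with 5 of 7 arrays above the R mean (adjusted p = 0.297). When adjusted over the list alone, 0 genes of either list passed. Without the 63 dpn arrays of pigs 11 and 12, the T cell median was 0.22 (adjusted p = 0.00973), and the proliferation median against L and M -0.11 (adjusted p = 0.0159).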

**Table 2.** Altered pathways between H and R samples in PBMC

Regulated Pathway	No. of genes	Involved Genes
B-cell receptor signaling‡	13	BCL6 (+1.79); CREB5 (+1.66); CREBBP (+1.28); GSK3B (+1.30); MAP3K2 (+1.77); MAP3K3 (+1.40); MAP3K5 (+1.44); MAPK1 (+1.30); MAPK14 (+1.49); NFAT5 (+1.36); PIK3CG (+1.37); SOS2 (+1.65); SYK (+1.68)
BMP signaling*	6	BMP8A (−1.26); CREBBP (+1.28); MAPK1 (+1.30); MAPK14 (+1.49); RUNX2 (+1.29); SMAD5 (+1.37)
FGF signaling‡	9	CREB5 (+1.66); CREBBP (+1.28); CRKL (+1.29); HGF (+1.88); MAP3K5 (+1.44); MAPK1 (+1.30); MAPK14 (+1.49); PIK3CG (+1.37); SOS2 (+1.65)
Glucocorticoid receptor signaling*	19	A2M (+1.71); ANXA1 (+1.54); CREBBP (+1.28); DUSP1 (+1.77); FKBP5 (+1.49); GTF2A1 (+1.37); GTF2A2 (+1.30); IL1B (+1.47); IL1R2 (+2.49); MAPK1 (+1.30); MAPK14 (+1.49); NCOA2 (+1.35); NFAT5 (+1.36); PIK3CG (+1.37); SGK1 (+1.98); SOS2 (+1.65); STAT5B (+1.38); TGFBR1 (+1.42); TSC22D3 (+1.41)
NF-κB signaling‡	15	CREBBP (+1.28); GSK3B (+1.30); IGF2R (+1.33); IL1B (+1.47); IL1R1 (+1.73); IL1R2 (+2.49); IRAK4 (+1.28); MAP3K3 (+1.40); PIK3CG (+1.37); RANK (+1.34); TAB3 (+1.36); TANK (+1.52); TGFBR1 (+1.42); TLR2 (+1.61); TLR4 (+1.88)
NGF signaling‡	10	CREB5 (+1.66); CREBBP (+1.28); MAP3K2 (+1.77); MAP3K3 (+1.40); MAP3K5 (+1.44); MAPK1 (+1.30); PIK3CG (+1.37); ROCK1 (+1.48); RPS6KA3; (+1.50) SOS2 (+1.65)
p38 MAPK signaling‡	12	CREB5 (+1.66); CREBBP (+1.28); DUSP1 (+1.77); IL1B (+1.47); IL1R1 (+1.73); IL1R2 (+2.49); IRAK4 (+1.28); MAP3K5 (+1.44); MAPK14 (+1.49); MEF2A (+1.30); RPS6KA3 (+1.50); TGFBR1 (+1.42)
RANK signaling†	7	MAP3K2 (+1.77); MAP3K3 (+1.40); MAP3K5 (+1.44); MAPK1 (+1.30); MAPK14 (+1.49); PIK3CG (+1.37); RANK (+1.34)
Regulation of the epithelial-mesenchymal transition pathway‡	15	APH1B (+1.44); FZD4 (+2.08); GSK3B (+1.30); HGF (+1.88); ID2 (+1.43); MAPK1 (+1.30); MMP2 (+1.41); PIK3CG (+1.37); PSEN1 (+1.38); PYGO1 (+2.09); RBPJ (+1.27); SOS2 (+1.65); TGFBR1 (+1.42); WNT1 (−1.36); ZEB2 (+1.47)
TREM1 signaling‡	9	CD86 (+1.62); IL1B (+1.47); LAT2 (+1.47); MAPK1 (+1.30); NLRP3 (+1.52); STAT5B (+1.38); TLR2 (+1.61); TLR4 (+1.88); TYROBP (+1.71)

Fold changes in parentheses indicate positive (H>R) or negative (H<R) transcript abundance. Enrichment is significantly different from those of R samples:

* *P* ≤ 0.05,

† *P* ≤ 0.01,

‡ *P* ≤ 0.001.

## DISCUSSION

Mature and aging organisms exhibit ongoing in- and e-fluxes of P largely buffered by the osseous storage. Adolescent pigs are characterized by a high daily weight gain depending on sufficient P supply and favoring P accumulation. Maintenance and gain require a number of well-matched regulating processes for maintaining metabolic homeostasis (55), including various changes in gene expression and hormone levels. Increased efficiency of P utilization is desirable because of resource saving and environmental issues. Modulating the P supply in an experimental model points to those molecular routes that are responsive to dietary challenges representing pathways, molecules, and genes related to P efficiency. Therefore, the experiment contributes toward the implementation of strategies to preserve global resources and to reduce environmental load to soil and water ecosystems.

### 

#### Hormone and mineral response to variations in dietary P supply.

The experimental groups exhibited considerable diet-related changes of serum mineral and hormone levels, indicating that the dietary variations in P supply caused shifts of major players of P homeostasis. In particular, inorganic P levels were persistently lowered in L samples, whereas calcium levels were persistently lowered in H samples. These observations are consistent with previous studies investigating mineral homoeostasis (2, 3, 41). As reviewed elsewhere, calcium and P serum levels are counterbalanced between enteral absorption, osseous mobilization, and renal excretion rates (9), which are coordinated by several endocrine factors, including PTH and calcitriol (18, 71). Consistent with previous studies (21, 60, 67, 76), lowered PTH levels, but increased vitamin D levels, reflect the organismal effort to minimize urinary P losses and to enhance enteral P absorption in L samples. Specifically, the intestine was highlighted as an initial site maintaining mineral homoeostasis via enhancing a sodium-coupled P cotransport system (22, 27, 43, 45, 61). Additionally, bone-derived FGF23 acts on blood P homeostasis. The short-term increase of FGF23 might account to feedback loops interrelating absorption, utilization, and excretion, as reviewed elsewhere (59). However, the absence of long-term differences is rather surprising since affected FGF23 levels have been observed in humans and rodents due to diets varying in P (59). The different observations between studies may be due to species-specific endocrine characteristics, or, more likely, may represent differences of FGF23 ELISAs with variable or unknown specificity for intact FGF23 (iFGF23), COOH-terminal FGF23 (cFGF23), or total FGF23 (tFGF23; i.e., iFGF23 and cFGF23). Regarding the porcine ELISA used here, there is no information provided about whether cFGF23, iFGF23, or tFGF23 is detected; the measured concentrations, however, indicate that tFGF23 was detected. ELISA-based measures of iFGF23 or cFGF23 show different degrees of intraindividual and interindividual variation, highlighting cFGF23 as a more reliable diagnostic biomarker for P homeostasis and renal impairment (66). In addition to superior endocrine responses, increased abundances of serum alkaline phosphatase may contribute to mobilize P resources in L samples. In contrast, H samples obviously aimed to maximize renal P losses by a strong increase of PTH at 35 dpn, indicating that kidneys are involved in physiological short-term responses. Urine sampling was not possible due to stable facilities and appropriate farm animal husbandry to verify dietary phosphate absorption on different diets. However, changes of calcitriol and expression of renal Cyp27a1 were consistent with phosphate deprivation on the L diet (data not shown).

Regarding the hormonal orchestration of mineral turnover, the balance of osteoblast- and osteoclast-mediated actions are of interest. Moreover, bone is involved in determination, generation, and maturation of bone marrow-derived immune cell, during which signals linking immune cells and osteocytes are evident (70). 

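RUNX2, a gene of the BMP pathway, had a log2 value of 7.23 ± 0.21 (SD) in the 19 R arrays and 7.60 ± 0.24 in the 7 H arrays, 7 of which lay above the R mean. This is a log2 fold change of 0.37 (SE 0.10, q = 0.0343) by limma. It was 0.12 (q = 0.685) in L and 0.04 (q = 0.999) in M samples. For H against the mean of L and M it was 0.28 (q = 0.241), in 7 of 7 H arrays. RUNX2 is also a marker of plasmacytoid dendritic cells. The call was kept in 30 of 37 fits with 1 array left out, and lost without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 (q = 0.0531 to 0.163). It was kept in 9 of 15 other settings, and q ranged from 0.0117 to 0.286 over all fits.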

In fact, *RUNX2*, a key regulator of osteoblast differentiation in mammalian cells (46, 77), showed increased mRNA abundances in H samples. Since physiological levels of *RUNX2* induce expression of principal osteoblast-specific genes (17, 40), its increased mRNA abundance may be positively involved in bone formation. Osteocalcin abundances were unaffected by diet, suggesting comparable osteoblast activity (57, 74). Furthermore, no dietary effects were observed regarding sRANKL, which is known to bind to preosteoclasts and induce osteoclast differentiation. However, H samples showed reduced serum levels of cathepsin K, the major collagenous protease involved in bone-resorption secreted by mature osteoclasts (62). Hence, H animals might be characterized by a lowered bone resorption rate. Obviously, the balance of bone formation (osteoblast-mediated) and bone resorption (osteoclast-mediated) was altered by dietary P supply, suggesting an increased mineralization in H samples. Indeed, this issue was mirrored in several bone characteristics, including increased values for BMD, BV/TV, SMI, and TbN. Consequently, the TbSp was lowered. In order to induce a persistent negative P balance, H samples might favor an increased trabecular bone growth and osteocalcin-independent effects on bone mineralization. However, the mineralization effects seem to affect the trabecular bone and its microstructural morphology only. To what extent increased trabecular bone impacts bony strength needs to be evaluated through further biomechanical testing. It should be noted that levels of albumin and glucose remained unaffected by diets, indicating regular nutrient utilization. However, different time-dependent alterations of serum creatinine may account for renal perturbations in L and H samples, respectively.

#### Transcriptional responses due to high P supply.

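Monocyte markers were shifted upward in H samples, with a median log2 fold change of 0.52 against R, 15 of 17 genes positive and 5 of 7 H arrays above the R mean (adjusted p = 0.000151, and adjusted p = 0.405 with an estimated correlation). The lipopolysaccharide receptor CD14 was the one of 17 that rose, with 0.78 (SE 0.23, q = 0.0478), while 0 of them were called with unmoderated variances, and 11 were higher when adjusted over the list alone. Of the 17, 7 stand in other lists and 2, TLR2 and TLR4, in Table 2. Against the mean of L and M at 63 dpn, the median of the monocyte markers was 0.34, with 17 of 17 positive, 5 higher when adjusted over the list alone and 5 of 7 H arrays above that mean (adjusted p = 3.42e-06, and adjusted p = 0.377 with an estimated correlation). Toll-like receptor and inflammasome genes, sensors of microbes, had 0.34 against that mean, with 20 of 22 positive, 8 when adjusted over the list alone and 6 of 7 arrays (adjusted p = 1.09e-06, and adjusted p = 0.377 with an estimated correlation). Genes induced by glucocorticoids had 0.35, with 8 higher when adjusted over the list alone and 5 of 7 arrays (adjusted p = 0.000664, and adjusted p = 0.377 with an estimated correlation). Neutrophil markers moved with them, at 0.56 with 11 of 16 positive (adjusted p = 0.00186, and adjusted p = 0.381 with an estimated correlation), and 0.22 (adjusted p = 0.245) without the 63 dpn array of pig 12. Erythroid markers went the other way, with a median of -0.43 against R, 7 of 8 negative and 4 of 7 arrays below (adjusted p = 0.0018, and adjusted p = 0.405 with an estimated correlation). Against the mean of L and M they had -0.31 with 8 of 8 negative (adjusted p = 0.00186, and adjusted p = 0.381 with an estimated correlation). Without the 63 dpn arrays of pigs 11 and 12 the monocyte medians were 0.20 (adjusted p = 0.12) against R and 0.18 (adjusted p = 0.0334) against L and M, and the erythroid median against R was -0.27 (adjusted p = 0.11). Against L and M, that of Toll-like receptors was then 0.13 (adjusted p = 0.0205), of glucocorticoid-induced genes 0.15 (adjusted p = 0.0791), of neutrophils 0.11 (adjusted p = 0.94) and of erythroid cells -0.10 (adjusted p = 0.218). Apart from the neutrophil markers, these lists kept their calls with any 1 array left out (adjusted p = 0.018 at most). Their medians were, for monocytes against R, 0.29 without the 63 dpn array of pig 12, and without the same array 0.22 for Toll-like receptors and 0.22 for glucocorticoid-induced genes against L and M. The number of monocyte markers called against R was 0 without the 28 dpn arrays of pigs 3, 4, 5, 6, 8, 9, 11, 12, 13, 14, 15 and 17 or the 63 dpn arrays of pigs 1, 4, 5, 9, 10, 11, 12, 14, 15, 16 and 20 and 3 without the 28 dpn arrays of pigs 2, 10 and 16 or the 63 dpn array of pig 18. It was 4 without the 28 dpn arrays of pigs 19 and 20 or the 63 dpn array of pig 3 and 5 without the 63 dpn array of pig 6. It was 6 without the 28 dpn array of pig 1. In all, 13 of the 33 lists differed between H and the mean of L and M, 11 of them upward, 6 without those 2 arrays and 0 with an estimated correlation. For single probe sets, limma called 0 between H and L (2406 at an unadjusted P under 0.05, smallest q 0.254), 0 between H and M (2574) and 0 between M and L (872), and with unmoderated variances 0 in each.

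**Figure D1:**
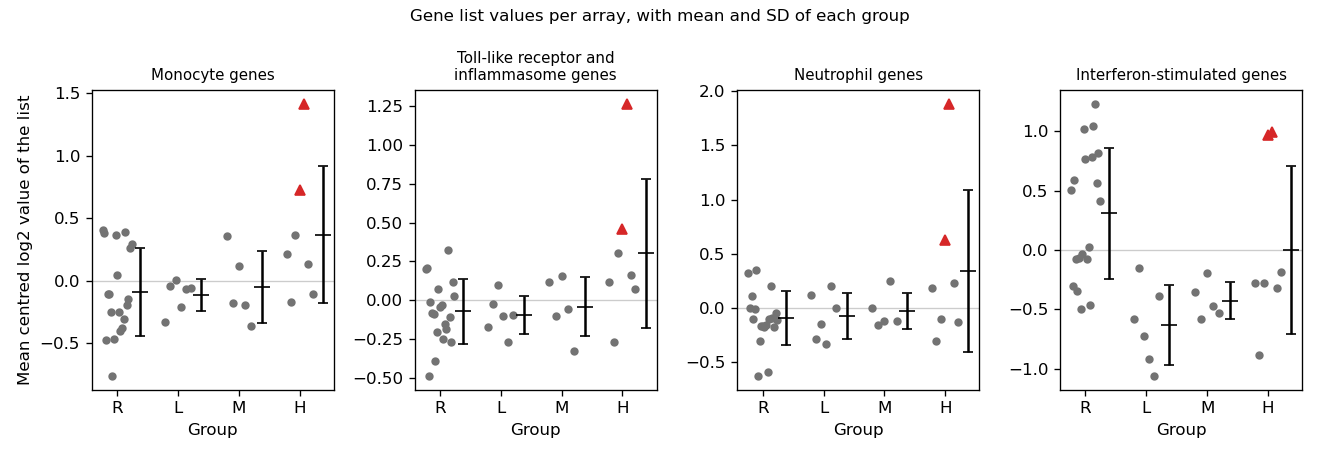
Values of 4 gene lists on each array, as the mean of the centred log2 values of their genes, for the 19 R arrays at 28 dpn and the 6 L, 5 M and 7 H arrays at 63 dpn, with bars for the mean and SD of each group and red triangles for the H pigs 11 and 12. The 7 H arrays have a mean monocyte value of 0.37 with an SD of 0.55, against -0.11 with an SD of 0.13 in L.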

The PBMC expression patterns revealed considerable shifts due to high P supply. The mRNA abundances of RANK signaling and BMP signaling were increased, highlighting implications in osteoblast/osteoclast cross talk in order to maintain mineral homoeostasis. Thus, gene expression in PBMCs reflected the observed diet-dependent structural responses of osseous tissue in H samples. Furthermore, H samples exhibited a number of primarily inflammatory pathways, which are partly depicted previously to be P-responsive (11). 

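Of 15 measured inflammatory cytokines and chemokines, 2 rose in H samples, IL1B and EREG. IL1B, a cytokine of activated monocytes, rose by a log2 fold change of 0.56 (SE 0.15, q = 0.0383) in 7 of 7 arrays. The B cell survival factor TNFSF13B was at 0.72 (q = 0.0714) and TNF at 0.26 (q = 0.138). TNFSF13B was called with each pig as a block, at 0.79 (q = 0.031). When adjusted over the list alone, 3 were higher. The median was 0.32, with 13 of 15 positive and 6 of 7 H arrays above the R mean (camera, adjusted p = 0.016, and adjusted p = 0.405 with an estimated correlation). It was 0.15 (adjusted p = 0.119) without the 63 dpn array of pig 12 and 0.16 (adjusted p = 0.353) without both pigs 11 and 12. Of 16 measured immediate early genes, which signals induce within minutes, 3 rose, DUSP1 and the regulators RGS2 with 0.79 (SE 0.17, q = 0.0165) and KLF6 with 0.55 (SE 0.15, q = 0.038). EGR2 was at 0.30 (q = 0.102), and 3 were also higher when adjusted over the list alone. Their median was 0.33, with 13 of 16 positive and 6 of 7 arrays above (adjusted p = 0.00725, and adjusted p = 0.405 with an estimated correlation). It was 0.10 (adjusted p = 0.126) without the 63 dpn array of pig 12 and 0.09 (adjusted p = 0.307) without both pigs. S100A8, an abundant protein of neutrophils, was at 0.95 (q = 0.0783). The number of cytokine genes called was 0 without the 63 dpn arrays of pigs 9, 11 and 12 and 1 without the 28 dpn arrays of pigs 3, 8, 9, 11 and 13 or the 63 dpn array of pig 15. That of immediate early genes was 0 without the 63 dpn array of pig 12 and 1 without the 63 dpn arrays of pigs 9, 11 and 15. Of the 5 genes called, the call was lost for all 5 without the 63 dpn array of pig 12 and for all but RGS2 without the 63 dpn arrays of pigs 9 and 11. It was lost for all but EREG and RGS2 without the 63 dpn array of pig 15 and for IL1B and KLF6 without the 28 dpn arrays of pigs 3, 8, 9 and 13. It was lost for IL1B without the 28 dpn array of pig 11 (q = 0.0512 to 0.182).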

In fact, the P-specific expression pattern suggests implications beyond osseal alterations regarding an impact on immune status and health due to the strong increase of transcripts related to pattern recognition. In this context, bone marrow niches as a specialized microenvironment modulating both bone formation and immune features, according to organismal requirements and external stimuli, are of interest. Indeed, bone remodeling has been proven to have an impact on hematopoiesis and immune features (6, 39).

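Of 22 measured Toll-like receptor and inflammasome genes, 4 rose in H samples and 0 fell, and 13 were higher when adjusted over the list alone. IRAK4, a kinase that acts directly below the Toll-like receptors, rose by a log2 fold change of 0.36 (SE 0.10, q = 0.0456) in 6 of 7 arrays. The others were IL1B, TYROBP and CD14, the latter not called with unmoderated variances. NLRP3, the sensor of an inflammasome, rose by 0.61 (SE 0.16, q = 0.0361) in 6 of 7 arrays on the probe set of Table 2 and was at 0.49 (q = 0.0875) on that of the list. The list's probe sets of TLR4 and TLR2 were at 0.83 (q = 0.0586) and 0.62 (q = 0.0504). Both were called with each pig as a block, at 0.81 (q = 0.0447) and 0.80 (q = 0.0164). The median of the list was 0.36, with 21 of 22 positive and 6 of 7 H arrays above the R mean (camera, adjusted p = 9.13e-06, and adjusted p = 0.405 with an estimated correlation). It was 0.16 (adjusted p = 0.0254) without pigs 11 and 12 at 63 dpn and kept its call with any 1 array left out (adjusted p = 0.00124 at most), at 0.22 without the 63 dpn array of pig 12. Of the 22 genes, 6 are in Table 2 and were chosen by the study on these samples, and 7 stand in other lists. The neutrophil markers S100A12, a calcium-binding protein, and CXCR2, a chemokine receptor, were at 0.78 (q = 0.0982) and 0.49 (q = 0.159). The number of genes called was 0 without the 28 dpn arrays of pigs 3, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 and 1 without the 28 dpn arrays of pigs 8 and 11. It was 2 without the 28 dpn arrays of pigs 5, 6, 12, 17 and 18 or the 63 dpn array of pig 16 and 9 without the 63 dpn array of pig 6. The call was lost for IRAK4 and NLRP3 without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 and for IRAK4 without the 28 dpn arrays of pigs 3, 5, 6, 11, 12, 17, 18 and 19 or the 63 dpn arrays of pigs 16 and 18 (q = 0.0501 to 0.207). From the increase of transcripts of pattern recognition in H samples, the paper proposes that the P supply bears on immune status and health beyond the bone.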

Furthermore, RANKL and its signal receptor RANK are essential for osteoclastogenesis (50). Moreover, mice lacking functional *RANK* exhibited perturbed immune features, including splenic B-cell deficiency and lack of peripheral lymph nodes (15, 34). In our study, the unaltered serum RANKL level supports the result obtained from IPA proposing that the transcriptional alterations in RANK signaling do not necessarily impact on osteoclast differentiation but rather contribute to cell survival, an issue, which may act on immune competent cells expressing *RANK*, e.g., dendritic cells (75). Indeed, the diet-specific expression pattern reflects an enrichment of dendritic cells and corresponding precursor cells in H animals (see Supplemental Table S3). 

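Of 15 measured dendritic cell markers, 2 rose in H samples, the adhesion molecule CADM1 with a log2 fold change of 0.92 (SE 0.26, q = 0.0441), which was not called with unmoderated variances, and CSF2RA, a subunit of the GM-CSF receptor, with 0.61 (SE 0.15, q = 0.0303). The chemokine CCL17 was at -0.33 (q = 0.0511) and the IgE receptor subunit FCER1A at 0.59 (q = 0.113). A fit with each pig as a block called these at -0.43 (q = 0.0203) and 0.68 (q = 0.0335). In all, 2 were higher and 1 lower when adjusted over the list alone. The median was 0.13, with 9 of 15 positive and 5 of 7 H arrays above the R mean (camera, adjusted p = 0.331). Of 8 measured markers of plasmacytoid dendritic cells, RUNX2 was the one that rose, also when adjusted over the list alone. PACSIN1 was at 0.29 (q = 0.154), NRP1 at 0.30 (q = 0.273) and PLD4 at 0.14 (q = 0.403). The median was 0.20, with 7 of 8 positive and 6 of 7 arrays above (adjusted p = 0.144). Of 4 measured markers of haematopoietic progenitors, 0 passed by limma (1 at an unadjusted P under 0.05), also when adjusted over the list alone and with unmoderated variances. Their median was 0.03, their mean -0.04 and the test pointed upward (adjusted p = 0.857). CD86 stands in 1 other list, as do RUNX2 and 2 more plasmacytoid markers. The number of dendritic cell markers called was 0 without the 63 dpn arrays of pigs 11, 12 and 15 and 1 without the 28 dpn arrays of pigs 2, 3, 4, 5, 6, 8, 9, 11, 12 and 13 or the 63 dpn array of pig 9. The call was lost for CADM1 and CSF2RA without the 63 dpn arrays of pigs 11, 12 and 15 and for CADM1 without the 28 dpn arrays of pigs 2, 3, 4, 5, 6, 8, 9, 11, 12 and 13 or the 63 dpn arrays of pigs 9 and 18 (q = 0.0502 to 0.151). For RUNX2 it was lost, which leaves 0 plasmacytoid markers, without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 (q = 0.0531 to 0.163).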

Because the RANKL/RANK system significantly contributes to regulate the interaction between dendritic cells and CD4+ T cells expressing *RANKL* (72), the observed expression patterns might stimulate T-cell proliferation in H animals (5). 

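Of 16 measured genes of T cell activation, 0 passed in H samples by limma (4 at an unadjusted P under 0.05, and 0 passed with unmoderated variances), and 2 were higher when adjusted over the list alone. CD80, a costimulator on antigen-presenting cells, was at a log2 fold change of 0.41 (q = 0.0528) and CD40LG, the T cell ligand of CD40, at 0.41 (q = 0.0783). The transcription factor NFATC1 was at 0.31 (q = 0.139) and the receptor TNFRSF18 at -0.32 (q = 0.156). With each pig as a block CD80 was called at 0.65 (q = 0.00624), NFATC1 at 0.58 (q = 0.0231) and TNFRSF18 at -0.52 (q = 0.0415). The median was 0.14, with 11 of 16 positive and 6 of 7 H arrays above the R mean (camera, adjusted p = 0.229). Of these genes 4 stand in other lists and 1, CD86, in Table 2. Of 15 measured markers of cytotoxic T and NK cells, 0 passed (4 at an unadjusted P under 0.05), also when adjusted over the list alone and with unmoderated variances. As a list they were shifted upward, with a median of 0.30, 13 of 15 positive and 7 of 7 arrays above (adjusted p = 0.00725, and adjusted p = 0.498 with an estimated correlation). The receptor KLRK1 was at 1.19 (q = 0.0747), the granule proteins GNLY and GZMK at 1.00 (q = 0.112) and 0.58 (q = 0.0913) and the transcription factor TBX21 at 0.64 (q = 0.121). KLRK1 and TBX21 were called with each pig as a block, at 1.60 (q = 0.00917) and 0.86 (q = 0.0333). The median of the cytotoxic list was 0.29 (adjusted p = 0.0191) without pigs 11 and 12 at 63 dpn, and the list kept its call with any 1 array left out (adjusted p = 0.0261 at most). The number of T cell activation genes called was 1 without the 28 dpn arrays of pigs 1, 10, 14, 16, 18 and 20 or the 63 dpn arrays of pigs 3, 6 and 13. That of cytotoxic markers was 1 without the 28 dpn arrays of pigs 10, 18 and 20 or the 63 dpn array of pig 3.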

Interestingly, our PBMC expression analyses revealed that the proliferation of T lymphocytes was predicted to be increased in H samples. Indeed, dietary P supply seems to stimulate T lymphocytes, as previously shown via mitogen-induced lymphocyte proliferation assays (36). Incidentally, activated T cells are capable of potently promoting and suppressing the reorganization of osseous tissue (70, 75). Hence, the study suggests possible RANKL/RANK-mediated effects on the bidirectional crosstalk between bone and immune features due to high P supply. Although it is not yet possible to assign distinct molecular routes of causality, these results highlight RANK as a gatekeeper in P utilization, orchestrating P homoeostasis and immune features.

### Perspectives and Significance

Diet-specific serum hormone and mineral alterations display responses regarding variations in P supply, which indicate a regulatory involvement of major factors contributing to the maintenance of P homeostasis. The endocrine system revealed diet-specific organismal efforts to minimize P losses (L samples) or to induce a negative P balance (H samples), respectively. Therefore, the dietary challenge revealed considerable developmental plasticity in pigs. Diet-dependent endocrine modulations go with PBMC expression patterns as observed in H samples, where genes involved in pathways relevant to P utilization partly reflected the reorganization of osseous tissue. Additionally, the transcriptional shifts of pathways related to acquired and innate immunity implies a trade-off between micronutrient supply and immune system. 

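Of 13 measured genes of phosphate transport and sensing, GALNT3, the enzyme whose glycosylation protects FGF23 from cleavage, rose in H samples by a log2 fold change of 0.64 (SE 0.13, q = 0.0136). It had 0.46 (q = 0.159) in L and 0.58 (q = 0.492) in M samples. FGF23, a hormone of phosphate excretion, was at -0.30 (q = 0.0744), the phosphate transporter SLC20A2 at 0.32 (q = 0.108) and the ectonucleotidase ENTPD1 at 0.51 (q = 0.0922). These 3 were called with each pig as a block, at -0.41 (q = 0.0366), 0.50 (q = 0.0477) and 0.64 (q = 0.041). Of these genes 3 were higher and 1 lower when adjusted over the list alone. The list had a median of -0.09, a mean of 0.02 and a test that pointed upward, with 5 of 13 positive and 4 of 7 H arrays above the R mean (camera, adjusted p = 0.953). Of 8 measured genes of the vitamin D response, CD14 and RXRA, the partner of the vitamin D receptor, rose, RXRA with 0.38 (SE 0.11, q = 0.0422), and the same number was higher when adjusted over the list alone. VDR was at 0.18 (q = 0.303), THBD at 0.40 (q = 0.131) and the calcium channel TRPV6 at -0.22 (q = 0.221), and the hydroxylase CYP27A1, outside the list, at -0.08 (q = 0.49). Their median was 0.27, with 6 of 8 positive and 5 of 7 arrays above (adjusted p = 0.144). Of 14 measured genes of calcium and parathyroid hormone signaling, CALCRL, the receptor of adrenomedullin, rose by 0.75 (SE 0.18, q = 0.0246) and the transcription factor CREB5 by 0.73 (SE 0.16, q = 0.0165). The calcium pump ATP2B1 was at 0.36 (q = 0.0629) and was called at 0.58 (q = 0.00966) with each pig as a block, and 3 were higher when adjusted over the list alone. The median was 0.06, with 10 of 14 positive and 7 of 7 arrays above (adjusted p = 0.103). It was called without the 63 dpn array of pig 12 at 0.08 (adjusted p = 0.0357). The number of phosphate genes called was 2 without the 28 dpn array of pig 1 or the 63 dpn array of pig 3 and 3 without the 63 dpn array of pig 6. That of vitamin D genes was 0 without the 28 dpn arrays of pigs 3, 6, 8, 9, 13 and 17 or the 63 dpn arrays of pigs 9, 11, 12 and 15 and 1 without the 28 dpn arrays of pigs 4, 5, 11, 12, 14, 15 and 18 or the 63 dpn arrays of pigs 1, 4, 5, 10, 14, 16 and 20. That of calcium genes was 0 without the 63 dpn arrays of pigs 11 and 12 and 1 without the 63 dpn array of pig 15. With 1 array left out at a time, the call was lost for CALCRL, CREB5 and RXRA without the 63 dpn arrays of pigs 11 and 12, for CALCRL and RXRA without the 63 dpn array of pig 15 and for RXRA without the 28 dpn arrays of pigs 3, 6, 8, 9, 13 and 17 or the 63 dpn array of pig 9 (q = 0.0504 to 0.199).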

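Of 13 measured B cell markers, VPREB3, a partner of the pre-B cell receptor, was the one that rose in H samples, by a log2 fold change of 0.68 (SE 0.13, q = 0.0136), also when adjusted over the list alone. CD20 (MS4A1) was at 0.27 (q = 0.238) and the B cell transcription factor PAX5 at 0.27 (q = 0.219). The fit with each pig as a block called these at 0.56 (q = 0.0393) and 0.56 (q = 0.04). The median was 0.11, with 8 of 13 positive and 5 of 7 H arrays above the R mean (camera, adjusted p = 0.179). Of 12 measured genes of antigen presentation by MHC class II, 0 passed by limma (1 at an unadjusted P under 0.05), also when adjusted over the list alone and with unmoderated variances, and 12 of 12 were positive. SLA-DQA1 was at 0.33 (q = 0.126), SLA-DQB1 at 0.30 (q = 0.234) and their regulator CIITA at 0.19 (q = 0.233). The median was 0.19, with 6 of 7 arrays above (adjusted p = 0.0563, and adjusted p = 0.569 with an estimated correlation). The MHC list was called without the 28 dpn arrays of pigs 4, 5, 10, 15, 16, 17, 18, 19 and 20 or the 63 dpn arrays of pigs 11 and 12, with medians of 0.19 to 0.22 (adjusted p = 0.018 to 0.0484). Without both pigs 11 and 12 it was called at 0.28 (adjusted p = 0.0145). The number of B cell markers called was 0 without the 63 dpn array of pig 12. VPREB3 lost its call without the 63 dpn array of pig 12 (q = 0.0547).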

The data suggest that RANK might contribute to link P homoeostasis and immune features, thereby contributing to the reorganization of osseous tissue and orchestrating the expression of immunity-related transcription factors. These issues underscore the need to redefine animal's P requirement in order to make full use of breeding highly efficient livestock.

## GRANTS

This work was partly funded by the Leibniz Science Campus Phosphorus Research Rostock and the FP7 EU-project ECO-FCE. The Leibniz Institute for Farm Animal Biology provided its own matched funding. The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

Author contributions: M.O., K.B., B.V., and K.W. conception and design of research; M.O., F.J., K.B., C.P., and K.W. performed experiments; M.O., F.J., K.B., P.W., C.P., B.V., E.M., S.P., and K.W. analyzed data; M.O., K.B., P.W., B.V., and K.W. interpreted results of experiments; M.O. and K.W. drafted manuscript; M.O., F.J., K.B., P.W., C.P., B.V., E.M., S.P., and K.W. edited and revised manuscript; M.O., F.J., K.B., P.W., C.P., B.V., E.M., S.P., and K.W. approved final version of manuscript; M.O. and C.P. prepared figures.

## Supplementary Material

Supporting Information Table S2

Supporting Information Table S3

Supporting Information Table S1

How the deposited data were processed for this re-analysis (not part of the article)

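The measured material was RNA of PBMC from the 19 pigs that the labels name, on diets with low (L), medium (M) or high (H) digestible P, with 37 arrays in all. Every pig was sampled at 28 dpn, when the diets had not begun, and 18 of them again at 63 dpn. The authors hybridised the RNA to a porcine expression array, read the scans with GCOS 1.1.1 as the submitters' processing notes name it, and normalized the arrays by RMA. The deposited table holds the log2 values that the authors obtained in this way, 47845 probe sets on 37 arrays, and was used as it stands. Columns were matched to samples by the sample names, and 0 columns belonged to no sample. Dietary group, age, pig number and sex came from the sample labels, and the assignment of all 28 dpn arrays to 1 reference group R from the study's methods. The labels used here give no sire, so the sire term of the study's model was left out. By the paper the piglets came from several litters, and litter did not enter the fits or the splits of the arrays.

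Genes were named through the array annotation, older symbols being replaced by current ones, and single genes also through Supplemental Table S3. The 123 control probe sets were left out, a choice settled after counts with them had been seen, and the SD and mean filters of the study were applied to the rest over all arrays. RMA leaves no background level of each array, so depth here means the number of arrays, which sets the precision. Array medians, a principal component analysis and the correlation between arrays were used to look for deviating and repeated arrays, and the highest correlation between a pair of arrays after centring each probe set was 0.379. On the named probe set that separated the labelled sexes most clearly, the lowest male pig lay at 7.76 and the highest female pig at 4.26.

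Differences were tested in R 4.3.3 with limma 3.58.1, with lmFit and eBayes on all arrays, dietary group (R, L, M and H at 63 dpn) and sex being the factors. The comparisons were each diet with R, the diets with each other and H with the mean of L and M at 63 dpn. A fit with diet and age as 6 groups gave the test among the diets at 28 dpn and the test of whether the change with age differed between H and the other diets. Storey's q values were computed with lambda from 0.05 to 0.95 in steps of 0.05 and a cubic smoothing spline of 3 degrees of freedom, separately for each comparison, and q values in the text are limma P values adjusted in this way. A probe set was called with P and q of 0.05 or less.

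Gene lists were written by hand for 13 cell types and 20 processes after Supplemental Table S3 had been read, and every gene of a list was represented by its probe set with the highest mean among those that passed the filter. Each list was tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 33 lists, and counts adjusted over the list alone used Benjamini-Hochberg adjustment within the list. The genes named in the text are all genes of Table 2 and all probe sets in more than 1 comparison of Supplemental Table S3, by the probe set whose fold change Table 2 prints. They are also the 10 largest increases and 10 largest decreases among called, named probe sets of H against R, up to 10 called probe sets of each other comparison, and up to 4 members of each list with the lowest P in H against R. To these come genes of phosphate and bone physiology that the paper names, and the results of some genes and pathways of Table 2 are not reported here. Other genes, among them further called members of a list and the neutrophil genes of highest mean, were named after their values had been seen.

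The fit was tested on simulated data with 200 changed probe sets among 28086. Of those changed by 0.5 on the log2 scale 45% were found for H against R, 22% for L and 33% for M, of those changed by 1 it was 93%, 90% and 88%, and 5, 10 and 3 of the calls were false. Of the lists, 5 of 5 raised by 0.5 and 1 of 28 unchanged ones were called for H against R. The simulated genes varied independently of each other, so this gives no rate of false calls for lists of genes that vary together.

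Arrays with the same pig number at both ages come from the same pig by their labels, so the numbers pair the samples. The correlation of their deviations from the group means over the 18 pigs ran from -0.185 to 0.195, with 4 pigs over 0.1, and the common correlation within pigs was -0.00548. On 24 probe sets with distinct high and low levels, the arrays of a pig matched in 74.5% against 58.1% for different pigs (permutation test, p = 1e-04, the smallest that 10000 permutations give), and for 9 of 18 pigs the pig's own array was the best or an equally good match. Because the study's model names no pig term, the pig enters as a block only among the alternatives, as a random effect or as fixed effects.

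Other alternatives were Benjamini-Hochberg adjustment, unmoderated variances (a plain linear model, as in the variance analysis of the study's methods), no filter or a stricter one, no sex term, no 28 dpn array of pig 8, centring of the arrays on their medians, repeated quantile normalization, array quality weights and fits of the compared groups alone. Each diet was also set against its own 28 dpn arrays and equal numbers of pigs were compared. Every array was left out in turn, and for lists the correlation was estimated or all probe sets of a gene were averaged. These fits keep the 28086 probe sets except where the filter is the choice. Comparisons with the same R arrays share their errors, so unchanged groups were simulated against R 100 times. Body weights, blood minerals, cell counts, bone measures and pathway analysis of the study were not analysed here.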

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

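Of the tests in this part, leaving out the arrays of H pigs 11 and 12 together and the list values of H at each age were chosen only after the result had been seen.

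Against R, 588 probe sets were called in H, 7 in L and 5 in M samples, while limma called 0 between H and the mean of L and M at 63 dpn (3259 at an unadjusted P under 0.05, and 0 with unmoderated variances). A change with age that the diets share in equal size is argued against by the covariance of the H change with the mean L and M change, which came to 0.0354 (jackknife SE 0.251) of the error-corrected variance of the H change, and unequal median signal between arrays as the whole cause by the count of 875 when every array is centred on its median, although repeated quantile normalization gave 227 for H and 27 for L. The number of H pigs alone did not set the count, since with 5 H pigs it ran from 3 to 2759 over the 21 subsets. It also varied with the pigs kept, being 14 without the 63 dpn array of pig 12 and 1360 without that of pig 3. Because the median with 5 H pigs was 112, below 588, a part played by the larger number of H pigs cannot be told apart from the diet. Chance is not excluded either, since 5 of 100 assignments of the 18 arrays at 63 dpn to groups of the same sizes, the real one included, gave as many probe sets called in the group of 7 alone (real 581, highest other 4725). Counts several times the real one may reflect a structure of the samples, which was not tested. That the diet raised these transcripts in H pigs may hold as a hypothesis, which these tests leave open.

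The lists of monocyte, neutrophil and Toll-like receptor genes were shifted upward in H against R, with 1 of 17, 2 of 16 and 4 of 22 members called, and not with an estimated correlation (adjusted p = 0.405 for each). A lower share of lymphocytes in the isolated cells would lower the T cell, B cell and cytotoxic markers, and their medians against R were positive. The 63 dpn arrays of pigs 11 and 12, however, had the lowest T cell values of the H arrays, -0.276 and -0.235. Their B cell values were -0.183 and 0.00942 and their cytotoxic values 0.353 and 0.461, so a lower share stays open for these pigs. A lower share of lymphocytes was also set to raise the markers of the other cell types, and the erythroid median was -0.428, or -0.27 (adjusted p = 0.11) without pigs 11 and 12. Red cells left by the gradient need not follow the share of lymphocytes, so the erythroid value does not decide this. Open is a higher share of granulocytes, which the gradient should remove. In the paper's blood counts, the relative number of all leucocytes at 63 dpn was higher in H than in L and M. Erythrocytes and platelets showed no dietary effect there. Counts in blood do not give the shares of cell types in the isolated cells. CSF3R, CXCR2, S100A12, MMP9 and S100A9 are the 5 neutrophil markers of highest mean (log2 means of 11.3, 10.7, 9.37, 7.73 and 7.66). Their median log2 fold change was 0.517 (standard error of the mean 0.056 over the genes, which is not the spread over pigs). None of them was called (q = 0.0982 to 0.186), and monocytes also express S100A9 and S100A12. Open too is a rise of monocyte genes in H pigs beyond the other diets, with a median of 0.337 against the mean of L and M. Both may contribute, and without pigs 11 and 12 at 63 dpn the neutrophil median against R was 0.06 (adjusted p = 0.677) and the monocyte median 0.20 (adjusted p = 0.12).

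Of all arrays, the 63 dpn arrays of H pigs 11 and 12 had the lowest values on the first principal component, at -44.9 and -66.7. In a test for arrays far from the rest of their group, no group held such an array on this component. The test sets the gap between the most extreme array and the next against the range of the group. A pair of arrays extreme on the same side can thus hide each other, and the test does not decide for pigs 11 and 12. Without both pigs 11 and 12, 4 probe sets were called in H against R in place of 588, so that the number of calls may rest on these pigs, and without one of them 90 (pig 11) or 14 (pig 12). In that test, the 63 dpn array of pig 12 lay far from the other H arrays for neutrophil markers (1.88, the nearest 0.627), NF-κB targets (0.909, the nearest 0.182) and immediate early genes (1.08, the nearest 0.223). Of 108 groups tested in this way 7 held such an array, where chance gives about 1 in 20, or 5.4. For interferon-stimulated genes, the 63 dpn arrays of pigs 11 and 12 had values of 0.97 and 0.999, while all other 63 dpn arrays reached at most -0.15. They also had the highest monocyte values of the H arrays, 0.729 and 1.42. The labels give no property that sets these pigs apart from the other H pigs, so no biological explanation was tested.

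Other arrays that lay far from the rest of their group were that of pig 20 among the L arrays at 28 dpn for platelet markers (-0.901, the nearest 0.0282), and that of pig 5 among the M arrays at 63 dpn for NF-κB targets (-0.319, the nearest -0.041). At 63 dpn, platelet markers set apart pig 1 among the L arrays (-2.63, the nearest -0.322) and pig 18 among the H arrays (-2.72, the nearest -0.348).

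The change from 28 to 63 dpn differed between H and the mean of L and M for 9 lists. Higher in H was the change of monocyte markers, by a median of 0.668 (adjusted p = 1.63e-05, and adjusted p = 0.499 with an estimated correlation), in 7 of 7 H pigs. For Toll-like receptor and inflammasome genes the difference was 0.56 (adjusted p = 1.19e-05, and adjusted p = 0.499 with an estimated correlation) and for glycolysis and hypoxia 0.431 (adjusted p = 0.000637, and adjusted p = 0.499 with an estimated correlation), each in 6 of 7 pigs. For NF-κB targets it was 0.347 (adjusted p = 0.0103, and adjusted p = 0.612 with an estimated correlation) and for glucocorticoid-induced genes 0.462 (adjusted p = 0.0229, and adjusted p = 0.612 with an estimated correlation), each in 7 of 7. For osteoclast differentiation it was 0.368 (adjusted p = 0.0176, and adjusted p = 0.499 with an estimated correlation) in 6 of 7, and for MHC class II presentation 0.275 (adjusted p = 0.0335, and adjusted p = 0.667 with an estimated correlation) in 5 of 7. Lower in H was the change of erythroid markers, by -0.546 (adjusted p = 0.000931, and adjusted p = 0.499 with an estimated correlation), and of proliferation genes, by -0.243 (adjusted p = 0.0264, and adjusted p = 0.644 with an estimated correlation), each in 6 of 7 pigs. In the list values, H minus the mean of L and M at 28 and at 63 dpn was -0.273 and 0.453 for monocytes, -0.182 and 0.369 for Toll-like receptors, -0.148 and 0.236 for glycolysis, -0.0685 and 0.276 for NF-κB targets and -0.0867 and 0.301 for glucocorticoid-induced genes. For osteoclast differentiation it was -0.145 and 0.165, for MHC class II -0.259 and 0.0408, for erythroid markers 0.264 and -0.324 and for proliferation 0.0712 and -0.166, and in the MHC class II list most of the difference thus lies at 28 dpn, before the diets began. With 1 array left out, the MHC class II list was not called at 0.20 to 0.27 (adjusted p = 0.0514 to 0.0875) without the 28 dpn arrays of pigs 3, 6, 9, 12, 16, 19 and 20 or the 63 dpn arrays of pigs 9, 16 and 18, and the proliferation list at -0.22 to -0.18 (adjusted p = 0.0514 to 0.0816) without the 28 dpn arrays of pigs 3 and 12 or the 63 dpn arrays of pigs 12 and 16. The NF-κB list was not called at 0.19 (adjusted p = 0.0622) without the 63 dpn array of pig 12. With both pigs 11 and 12 left out at 63 dpn, it was not called at 0.20 (adjusted p = 0.0876) and the glucocorticoid list not at 0.24 (adjusted p = 0.123). The other differences were 0.50 (adjusted p = 0.00279) for monocytes, 0.30 (adjusted p = 0.00254) for Toll-like receptors, 0.33 (adjusted p = 0.00254) for glycolysis, 0.29 (adjusted p = 0.0467) for osteoclast differentiation, 0.38 (adjusted p = 0.00864) for MHC class II, -0.34 (adjusted p = 0.0187) for erythroid markers and -0.21 (adjusted p = 0.0467) for proliferation. In the list values, more of the difference then lay at 28 than at 63 dpn for monocytes, Toll-like receptors, osteoclast differentiation, MHC class II and erythroid markers. For proliferation, NF-κB targets and glucocorticoid-induced genes more lay at 63 dpn, and for glycolysis the parts were about equal.

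In L samples, which the paper's pathway analysis does not cover, T cell markers were higher than in R by a median of 0.171 (camera, adjusted p = 0.0377, and adjusted p = 0.759 with an estimated correlation), with 10 of 11 positive and 6 of 6 L arrays above the R mean. The T cell list was not called at 0.11 to 0.18 (adjusted p = 0.0547 to 0.193) without the 28 dpn arrays of pigs 2, 3, 4, 6, 12 and 19 or the 63 dpn arrays of pigs 4, 10 and 17. B cell markers were higher by 0.242 (adjusted p = 0.00451, and adjusted p = 0.759 with an estimated correlation), with 13 of 13 positive and 4 of 6 arrays above, but not without the 63 dpn array of pig 4, with 0.17 (adjusted p = 0.103). Proliferation genes were higher by 0.223 (adjusted p = 0.000541, and adjusted p = 0.558 with an estimated correlation), with 20 of 21 positive and 5 of 6 arrays above, and by 0.13 without the 63 dpn array of pig 4. Interferon-stimulated genes were lower in L, with -0.948 (adjusted p = 3.3e-28, and adjusted p = 0.0579 with an estimated correlation), 20 of 20 negative and 6 of 6 arrays below, and in M, with -0.761 (adjusted p = 1.88e-19, and adjusted p = 0.263 with an estimated correlation), 19 of 20 negative and 5 of 5 arrays below. The values of this list spread widely in R, from -0.498 to 1.23. They overlapped with those of L (-1.06 to -0.15) and M (-0.585 to -0.189) at 63 dpn. Platelet markers were lower in L, with -0.424 (adjusted p = 0.0148, and adjusted p = 0.759 with an estimated correlation), 11 of 12 negative and 3 of 6 arrays below, and in M, with -0.504 (adjusted p = 0.0161, and adjusted p = 0.999 with an estimated correlation), 11 of 12 negative and 2 of 5 arrays below. The L shift of platelet markers was 0.08 (adjusted p = 0.962) without the 63 dpn array of pig 1 and -0.43 (adjusted p = 0.084) without the 63 dpn array of pig 17, and the M shift -0.06 (adjusted p = 0.816) without the 63 dpn array of pig 5 and -0.38 (adjusted p = 0.272) without the 63 dpn array of pig 16. It was also -0.65 without the 63 dpn array of pig 14 in L and -0.76 without the 63 dpn array of pig 19 in M. As single genes, limma called 0 members of these lists in L or M, and 0 were called with unmoderated variances. At an unadjusted P under 0.05, the members numbered 3 for T cells, 3 for B cells, 7 for proliferation and 0 for platelets in L, and 0 for platelets in M, and adjusted over the list alone 0, 1, 1, 0 and 0. In L, MHC class II genes were also called at 0.22 to 0.25 (adjusted p = 0.024 to 0.0483) without the 28 dpn arrays of pigs 5, 10, 16, 17, 18, 19 and 20 or the 63 dpn array of pig 20, cytotoxic markers at 0.28 to 0.30 (adjusted p = 0.0262 to 0.042) without the 28 dpn arrays of pigs 10 and 18, osteoblast genes at 0.15 to 0.17 (adjusted p = 0.0308 to 0.0495) without the 63 dpn arrays of pigs 4 and 10 and erythroid markers at -0.16 (adjusted p = 0.0142) without the 63 dpn array of pig 20. In M, T cell and B cell markers and genes of calcium signaling were called with medians of -0.10 (adjusted p = 0.0341), 0.13 (adjusted p = 0.0341) and 0.07 (adjusted p = 0.0341) without the 63 dpn array of pig 16.

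Among 100 splits of the same arrays at random, the real one included, 1 gave as many calls as H against R (real 588, highest other 499), 4 as many as L against R (7 and 91) and 2 as many as M against R (5 and 188). The highest counts for L and M are several times the real ones and may reflect a structure of the samples, which was not tested. With the ages swapped within pigs, which keeps the pairs, 4 of 100 splits gave as many for H against R (highest other 790). For M it was 1 of 32 (highest other 2), the smallest share that this test can give, and for L 4 of 64 (highest other 100). Counts as large were thus rare for H and M, but chance is not excluded for any of the diets. For L, the highest count, several times the real one, may also reflect such a structure. Where the real count is 0, every split gives as many, 100 of 100, which decides nothing. The highest counts of the other splits were then 1 for H against L, 781 for H against M, 18 for M against L, 535 for H against the mean of L and M, 111 among the diets at 28 dpn and 1479 for the difference in change with age. The larger of these may reflect a structure of the samples too.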

How the results depend on the processing

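Leaving out the H arrays of pigs 11 and 12 together and keeping the control probe sets were chosen after seeing the data, the other settings were not. No named gene changed its direction in H against R between the full fit and another where either called it, while some without a call did, such as VDR and TEC without pigs 11 and 12, and the counts of 0 between the diets at 63 dpn stayed at 0 in every setting, apart from H against the mean of L and M with 1 array left out (0 to 1, the 1 without the 63 dpn array of pig 13). Counts of called probe sets moved more, and the cause was not tested except where fewer arrays or probe sets enter by construction. For H against R, 588 calls became 226 (220 in H alone) with Benjamini-Hochberg adjustment, 2027 (2012) with the stricter filter, 274 (268) without the 28 dpn array of pig 8, 227 (217) with repeated quantile normalization, 123 (101) with array weights and 156 (150) with only the groups compared. They became 3512 (3512) with the pigs' own 28 dpn arrays as reference, a median of 112 with 5 H pigs, and 4 (0) without pigs 11 and 12. With 1 array left out they ran from 14 to 1360 (7 to 1353 in H alone), 26 of 37 fits lying within 1.5 times the full count, and were 1139, 340, 274, 277 and 284 without the 28 dpn array of pigs 1, 3, 8, 9 and 13 in turn and 1360, 1295, 162, 90, 14 and 162 without the 63 dpn array of pigs 3, 6, 9, 11, 12 and 15 in turn. For L against R, 7 calls became 22 with the stricter filter, 27 with repeated quantile normalization, 175 with array weights, 13 with only the groups compared, 0 with the own reference (limma, 1552 at an unadjusted P under 0.05), 4.5 as the median with 5 L pigs, 41 without pigs 11 and 12 and 1 to 114 with 1 array left out, being 14, 12 and 17 without the 28 dpn array of pigs 1, 16 and 18 in turn and 2, 1, 14, 19, 1 and 114 without the 63 dpn array of pigs 4, 10, 11, 12, 14 and 17 in turn. For M against R, 5 became 3 with the stricter filter, 3 with only the groups compared, 0 with the own reference (1460) and 2 to 5 with 1 array left out, being 2 and 2 without the 63 dpn array of pigs 2 and 16 in turn. The difference in change with age went from 0 (limma, 5651 at an unadjusted P under 0.05) to 426 with unmoderated variances, 47 without the filter, 3041 with the stricter filter, 51 without the sex term, 587 without pig 8, 224 with array weights and 0 to 2227 with 1 array left out, being 189, 587, 622, 1565, 1300 and 671 without the 28 dpn array of pigs 6, 8, 11, 12, 13 and 17 in turn and 1723, 491, 13, 1554 and 2227 without the 63 dpn array of pigs 3, 4, 6, 10 and 13 in turn. Among the diets at 28 dpn, 90 probe sets were called with array weights and 0 in the other settings. Setting each pig as a block of fixed effects gave 2935 for H (2934 in H alone), 1 for L, 0 for M (limma, 1443 at an unadjusted P under 0.05) and 1 for the difference in change with age, and ended the calls of the named genes D130062J21Rik, GPM6B and SNORA81 (q = 0.0871 to 0.124). It added calls for 34 named genes. A random pig block gave 565 for H, ended the calls of 2 named genes, SDHD and WNT1, added 0, and left the counts of called lists as they were. For H against R neither block ended another call of a named gene, and the lists were not run with fixed pig effects. Of the 198 named probe sets that were tested, 96 were called in H against R, and 92 of these lost their call without pigs 11 and 12, 61 with array weights, 58 with only the groups compared, 46 with Benjamini-Hochberg adjustment, 43 with repeated quantile normalization, 38 without pig 8, 23 without the filter, 3 with the own reference, 2 (DDX60 and WNT1) with median-centred arrays and 9 (BCL6, CADM1, CD14, DDX60, GPM6B, NFIL3, SDHD, TGFBR1 and WNT1) with unmoderated variances. Over all fits with 1 array left out, the named probe sets kept their side of the threshold 6623 times, lost a call 573 times and gained one 130 times. Of the lists, 14 were called in H against R, 0 with an estimated correlation (lowest adjusted p = 0.405) and 9 without pigs 11 and 12, and averaging all probe sets of a gene, centring and the random pig block gave 14 each. With averaging these were not the same lists, since the circadian clock genes lost their call and another list gained one. Averaging also gave 7 lists in place of 5 in L. For H against the mean of L and M, averaging and centring gave 12 each in place of 13. Leaving out 1 array, 3 lists in place of 5 were called in L without the 63 dpn array of pig 17, 1 or 4 in place of 2 in M without that of pig 5 or 16, and 8 in place of 13 for H against the mean of L and M without that of pig 12. The correlation of the H and L changes, 0.431, was reversed to -0.0692 with the own references, and that of L and M, 0.48, was 0.259 with a separate part of R for each. With the control probe sets kept, H against R was again at 588. RMA values carry no signal over background, so the depth of single probe sets limits these results by an unknown amount.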

Differences from the paper's values

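The paper gives 15488 annotated genes after its filter, and 9529 different gene symbols were found here, while the number of probe sets with a symbol was 15356. The value was taken from the array annotation alone, and it was not computed under the alternatives set before the data were examined.

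The paper keeps 27596 probe sets after its filter, against 28086 here. At the thresholds the paper states, it calls 687 probe sets in H against R, 563 of them higher, against 588 and 497 here, a difference under the limit of 1.5 times. Without the sex term 683 were called, 571 of them higher, of which 592 are among the paper's 687, and 676 in H alone (565 higher) against the paper's 678 and 555 and 581 and 491 here. For M against R the paper's 4 (3 higher) stand beside 5 (4 higher) here, and unmoderated variances gave 4 and 3. All 687 probe sets had the paper's sign and P under 0.05 here, with log2 fold changes that differed by at most 0.0277, and 537 were called, the other 150 having q = 0.0501 to 0.157. The number of the 687 called was 639 with the own 28 dpn reference, 613 with fixed pig effects, 613 with median-centred arrays, 574 with unmoderated variances and 569 with the stricter filter. It was lower with a random pig block (523), without the filter (377), without the 28 dpn array of pig 8 (272), with Benjamini-Hochberg adjustment (225), with repeated quantile normalization (221), with only the groups compared (149), with array weights (115) and, chosen after seeing the values, without pigs 11 and 12 (4).

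Of the genes of Table 2, which the paper calls, 6 were not called here. They are BMP8A, with a log2 fold change of -0.34 (q = 0.0556), CREBBP with 0.36 (q = 0.0595), GSK3B with 0.37 (q = 0.0527), MAP3K3 with 0.48 (q = 0.0503), SMAD5 with 0.45 (q = 0.0504) and RANK (TNFRSF11A) with 0.42 (q = 0.0515). All 6 were called with the stricter filter, with fixed pig effects and with the own 28 dpn reference, all but CREBBP without the sex term and all but BMP8A with median-centred arrays, and BMP8A and GSK3B with unmoderated variances. The signs of all 55 genes of Table 2 are those of the paper.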

Other observations

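Of the tests in this part, the correlation between the differences of H at 63 and at 28 dpn and the fits without the arrays of pigs 11 and 12 were chosen only after the result had been seen.

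Of the 33 lists, the interferon-stimulated genes had the largest median shift in L and in M samples against R, and the paper's text does not name them. The values of this list spread widely among the R arrays and overlapped with those of L and M. Against R, OAS1, an activator of RNA decay in infected cells, had a log2 fold change of -1.62 in L and -1.36 in M, and the ubiquitin-like ISG15 -1.55 and -0.99. The antiviral GTPases MX1 and MX2 had -1.37 and -1.48 in L and -0.93 and -1.26 in M. As single genes 0 of the 20 measured were called by limma, with 19 in L and 15 in M at an unadjusted P under 0.05 and 0 with unmoderated variances, but 19 and 15 were lower when adjusted over the list alone. The shifts of the list were called in all 37 fits with 1 array left out (adjusted p = 1.5e-16 at most in L and 5.62e-14 in M), but not with an estimated correlation (adjusted p = 0.0579 in L and adjusted p = 0.263 in M). In H samples the median was -0.21, with 17 of 20 negative and 5 of 7 arrays below the R mean (camera, adjusted p = 0.00352, and adjusted p = 0.553 with an estimated correlation), and DDX60, a helicase, fell by 0.68 (q = 0.0487) on the log2 scale, a call lost with unmoderated variances and with median-centred arrays. Leaving out 1 array, that call was lost without the 28 dpn arrays of pigs 3, 6, 8, 9, 11, 12, 13, 15, 17, 18 and 19 or the 63 dpn arrays of pigs 1, 3, 5, 9, 10, 11, 12, 14, 15, 16, 19 and 20 (q = 0.0513 to 0.139). The H shift was -0.13 (adjusted p = 0.0502) without the 63 dpn array of pig 3 and -0.12 (adjusted p = 0.109) without the 63 dpn array of pig 6 but -0.41 without the 63 dpn array of pig 11 and -0.49 without the 63 dpn array of pig 12, and -0.66 (adjusted p = 8.06e-16) without both. Against the mean of L and M, the genes were higher in H by 0.67, with 19 of 20 positive, 11 at an unadjusted P under 0.05 and 6 of 7 arrays above (adjusted p = 1.09e-06, and adjusted p = 0.381 with an estimated correlation), by 0.39 without the 63 dpn array of pig 12 and by 0.14 (adjusted p = 0.244) without both pigs.

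In H samples, 4 of 12 measured circadian clock genes rose, HLF with 0.51 (q = 0.0146), the repressor NR1D2 with 0.69 (q = 0.0309), BHLHE40 with 0.90 (q = 0.0347) and NFIL3 with 0.81 (q = 0.0419), the latter not called with unmoderated variances, and 5 were higher when adjusted over the list alone. Leaving out 1 array, the call was lost for all 4 without the 63 dpn array of pig 12, for BHLHE40, NFIL3 and NR1D2 without the 63 dpn arrays of pigs 9 and 11 and for BHLHE40 and NFIL3 without the 28 dpn arrays of pigs 8, 9 and 13. It was also lost for NFIL3 and NR1D2 without the 63 dpn array of pig 15 and for NFIL3 without the 28 dpn arrays of pigs 3, 17 and 18 (q = 0.0504 to 0.2). The median was 0.12, with 8 of 12 positive and 7 of 7 arrays above the R mean (adjusted p = 0.035, and adjusted p = 0.405 with an estimated correlation), and it was 0.07 without the 63 dpn array of pig 9. It was not called without pigs 11 and 12, with 0.13 (adjusted p = 0.0913), nor at 0.17 (adjusted p = 0.0606) without the 63 dpn array of pig 11, nor with the mean of all probe sets of a gene (adjusted p = 0.122). Of 17 measured genes of glycolysis and hypoxia, P4HA1, a collagen hydroxylase that hypoxia induces, rose by 0.52 (q = 0.0165) and hexokinase HK1 by 0.38 (q = 0.0441), and 8 were higher when adjusted over the list alone. The median was 0.30, with 13 of 17 positive and 6 of 7 arrays above (adjusted p = 0.00167, and adjusted p = 0.405 with an estimated correlation), 0.15 without the 63 dpn array of pig 12 and 0.20 (adjusted p = 0.019) without both pigs. The number of these genes called was 0 without the 63 dpn array of pig 12, 1 without the 28 dpn arrays of pigs 3, 4, 6, 8, 9, 11, 13, 15 and 18 or the 63 dpn arrays of pigs 9, 11 and 15, 4 without the 28 dpn array of pig 1 and 6 without the 63 dpn array of pig 6. Of 8 erythroid markers, BPGM and the membrane protein GYPC, with -0.65 (q = 0.0375), fell in H, and 5 were lower when adjusted over the list alone. The number of erythroid markers called was 0 without the 63 dpn arrays of pigs 9, 11 and 12, 1 without the 28 dpn arrays of pigs 3 and 13 and 4 without the 63 dpn arrays of pigs 3 and 6. Platelet markers had a median of -0.37 in H, with 11 of 12 negative, 0 called by limma (1 at an unadjusted P under 0.05, and 0 with unmoderated variances) and 3 of 7 arrays below (adjusted p = 0.0412, and adjusted p = 0.57 with an estimated correlation). Without both pigs it was -0.47 (adjusted p = 0.0191), and the list was not called at -0.40 to 0.09 (adjusted p = 0.0528 to 0.894) without the 28 dpn arrays of pigs 1, 2, 6, 9 and 16 or the 63 dpn arrays of pigs 3, 11 and 18. Of 14 genes of PPAR targets and fatty acid oxidation CPT1A was called, and of 14 genes of oxidative phosphorylation NDUFB6 with 0.51 (q = 0.0372) and SDHD with 0.51 (q = 0.0498) rose, the latter not called with a random pig block or with unmoderated variances. Among these 2, the call was lost for NDUFB6 and SDHD without the 28 dpn arrays of pigs 8, 9 and 13 or the 63 dpn arrays of pigs 9, 11, 12 and 15 and for SDHD without the 28 dpn arrays of pigs 2, 3, 4, 5, 6, 11, 12, 14, 15, 17 and 19 or the 63 dpn arrays of pigs 1, 2, 4, 10, 14, 16, 17, 19 and 20 (q = 0.0507 to 0.22). The PPAR count was 0 without the 63 dpn arrays of pigs 9, 11, 15 and 18 and 2 without the 63 dpn array of pig 3. Without both pigs 11 and 12, CPT1A was called, and the other genes named here in H were not.

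As lists these were not called in H, PPAR targets with a median of -0.06 over 14 genes (adjusted p = 0.297) and oxidative phosphorylation with a median of 0.15 over 14 genes (adjusted p = 0.172), the latter at 0.20 (adjusted p = 0.046) without both pigs. Other lists not called against R were heat shock genes with a median of 0.09 over 9 genes (adjusted p = 0.197), ribosomal proteins with a median of -0.10 over 17 genes (adjusted p = 0.168), plasma cell markers with a median of 0.12 over 6 genes (adjusted p = 0.487), gamma delta T cell markers with a median of 0.10 over 4 genes (adjusted p = 0.772) and eosinophil and basophil markers with a median of -0.24 over 4 genes (adjusted p = 0.148). Of the members of these 5 lists limma called 0 (at an unadjusted P under 0.05 it was 1, 2, 2, 0 and 0, and with unmoderated variances 0). Against the mean of L and M, NF-κB targets were higher in H by 0.26 (adjusted p = 0.000183, and adjusted p = 0.377 with an estimated correlation) or 0.15 without the 63 dpn array of pig 12, immediate early genes by 0.33 (adjusted p = 0.00186, and adjusted p = 0.377 with an estimated correlation) and cytokines by 0.38 (adjusted p = 0.00277, and adjusted p = 0.377 with an estimated correlation). Genes of glycolysis and hypoxia were higher by 0.17 (adjusted p = 0.000331, and adjusted p = 0.377 with an estimated correlation), of osteoclast differentiation by 0.19 (adjusted p = 0.031, and adjusted p = 0.381 with an estimated correlation) and cytotoxic markers by 0.22 (adjusted p = 0.0452, and adjusted p = 0.703 with an estimated correlation). For each of these 6 lists, 6 of 7 H arrays lay above the mean of L and M. As single genes, limma called 0 of their members and 0 were called with unmoderated variances. At an unadjusted P under 0.05, the members numbered 6, 9, 4, 6, 5 and 1 in the order given, and adjusted over the list alone 2, 4, 4, 6, 0 and 1 were higher. Without both pigs, NF-κB targets were at 0.12 (adjusted p = 0.0319), immediate early genes at 0.06 (adjusted p = 0.188), cytokines at 0.18 (adjusted p = 0.197), glycolysis at 0.19 (adjusted p = 0.015), osteoclast genes at 0.10 (adjusted p = 0.188), cytotoxic markers at 0.20 (adjusted p = 0.126) and T cell markers at 0.18 (adjusted p = 0.0159). Leaving out 1 array, immediate early genes were not called at 0.15 (adjusted p = 0.0705) without the 63 dpn array of pig 12, cytokines at 0.24 (adjusted p = 0.0625) without the 63 dpn array of pig 12, osteoclast genes at 0.11 to 0.14 (adjusted p = 0.0615 to 0.0995) without the 63 dpn arrays of pigs 5, 12 and 15 and cytotoxic markers at 0.13 to 0.26 (adjusted p = 0.051 to 0.143) without the 63 dpn arrays of pigs 2, 4, 5, 6, 9, 11, 12, 13, 19 and 20. In turn, heat shock genes were called at 0.17 to 0.23 (adjusted p = 0.0337 to 0.0488) without the 63 dpn arrays of pigs 11 and 18, vitamin D genes at 0.26 (adjusted p = 0.0342 and 0.0475) without the 63 dpn arrays of pigs 18 and 6 and platelet markers at 0.50 (adjusted p = 0.0144) without the 63 dpn array of pig 18.

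The H pigs had more altered probe sets against their own 28 dpn arrays (3512) than against all 28 dpn arrays (588). A hypothesis is that the pigs later fed H differed from the others before the diets began, in the direction opposite to their difference at 63 dpn, and it stays open. Across probe sets, which are not independent replicates, the difference of H from the mean of L and M at 63 dpn correlated with that at 28 dpn by -0.287, below the 5th percentile of 100 reassignments of the diets among the 28 dpn arrays (-0.279), whose lowest value was -0.358, with 3 of 100 as low. This decides nothing, because the 2 references differ by the H difference at 28 dpn itself (correlation across probe sets of 1), so that the larger count already implies the sign, and limma called 0 probe sets between the diets at that age (3162 at an unadjusted P under 0.05, and 0 with unmoderated variances), but 90 with array weights.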
